# Genome-wide distribution of 5-formylcytosine in embryonic stem cells is associated with transcription and depends on thymine DNA glycosylase

**DOI:** 10.1186/gb-2012-13-8-r69

**Published:** 2012-08-17

**Authors:** Eun-Ang Raiber, Dario Beraldi, Gabriella Ficz, Heather E Burgess, Miguel R Branco, Pierre Murat, David Oxley, Michael J Booth, Wolf Reik, Shankar Balasubramanian

## Abstract

**Background:**

Methylation of cytosine in DNA (5mC) is an important epigenetic mark that is involved in the regulation of genome function. During early embryonic development in mammals, the methylation landscape is dynamically reprogrammed in part through active demethylation. Recent advances have identified key players involved in active demethylation pathways, including oxidation of 5mC to 5-hydroxymethylcytosine (5hmC) and 5-formylcytosine (5fC) by the TET enzymes, and excision of 5fC by the base excision repair enzyme thymine DNA glycosylase (TDG). Here, we provide the first genome-wide map of 5fC in mouse embryonic stem (ES) cells and evaluate potential roles for 5fC in differentiation.

**Results:**

Our method exploits the unique reactivity of 5fC for pulldown and high-throughput sequencing. Genome-wide mapping revealed 5fC enrichment in CpG islands (CGIs) of promoters and exons. CGI promoters in which 5fC was relatively more enriched than 5mC or 5hmC corresponded to transcriptionally active genes. Accordingly, 5fC-rich promoters had elevated H3K4me3 levels, associated with active transcription, and were frequently bound by RNA polymerase II. TDG down-regulation led to 5fC accumulation in CGIs in ES cells, which correlates with increased methylation in these genomic regions during differentiation of ES cells in wild-type and TDG knockout contexts.

**Conclusions:**

Collectively, our data suggest that 5fC plays a role in epigenetic reprogramming within specific genomic regions, which is controlled in part by TDG-mediated excision. Notably, 5fC excision in ES cells is necessary for the correct establishment of CGI methylation patterns during differentiation and hence for appropriate patterns of gene expression during development.

## Background

In mammalian genomes, 5mC plays essential roles in maintaining cellular function and genomic stability, including processes such as × chromosome inactivation, genomic imprinting and transposon silencing [1,2]. During early mammalian development, cytosine methylation undergoes dramatic global changes. Whereas the formation of 5mC marks is well understood, the mechanism of DNA demethylation still remains elusive. Removal of methylation marks can proceed via a passive, replication-dependent pathway. Recent discoveries of other cytosine modifications suggest one possibility of an active demethylation mechanism involving the iterative oxidation of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxycytosine (5caC) by the ten-eleven translocation (TET) family of enzymes, followed by base excision repair by thymine DNA glycosylase (TDG) [3,4]. 5fC has been detected in mouse embryonic stem (ES) cells and brain cortex by thin layer chromatography and tandem liquid chromatography-mass spectrometry. Quantification of 5fC in genomic ES cell DNA showed this modified base to be present at around a level of 0.02 to 0.002% of all cytosine species, which is roughly 10- to 100-fold lower than those of 5hmC [4,5]. In ES cells, TET1 and TET2 are highly expressed and considered to play roles in reprogramming 5mC and control of the differentiation potential [6,7]. 5fC levels dramatically decrease with ongoing differentiation, suggesting its potential involvement during epigenetic reprogramming [5]. Indeed, immunostaining of zygotes that undergo global demethylation has shown that the appearance of 5fC and 5caC in the male pronucleus is associated with Tet3-mediated loss of 5mC [8].

Bisulfite treatment and subsequent high throughput sequencing (BS-Seq) has been the gold standard for the detection of cytosine methylation. This method, however, does not distinguish 5mC from 5hmC or cytosine from 5fC and 5caC. Specific antibodies have been used to enrich and map 5mC (methylated DNA immunoprecipitation (MeDIP)-Seq) and 5hmC (hydroxymethylated DNA immunoprecipitation (hMeDIP)-Seq) [9]. The use of chemical labeling is an alternative method to enrich and sequence 5hmC in the genome [10,11]. The most recent breakthrough in this field came with two new methods allowing the measurement of 5hmC at single base resolution [12,13]. While various techniques for genome-wide analysis of 5mC and 5hmC are available, there is currently no method that allows the positional mapping of 5fC in the genome. We set out to develop and apply an approach to profile the incidence of 5fC in ES cells by deep sequencing in order to study its involvement in the epigenetic control mechanism.

## Results and discussion

### Development of the 5fC pulldown method

As mass spectrometry analysis has shown 5fC to be present at only 0.02 to 0.002% of all cytosine species in ES cells (approximately 0.12 picomol in 20 µg DNA) [4], we aimed to develop a robust and sensitive method capable of detecting a single 5fC modification within a short (approximately 100 bp) DNA fragment. We considered two independent approaches.

The first method used a commercially available 5fC antibody that had previously been used to stain 5fC during mouse pre-implantation development [8]. We evaluated the suitability of this antibody for immunoprecipitation using two synthetic 103-mers, each bearing only a single CpG motif, one with and one without a 5fC modification, as a stringent model system (Table s1 in Additional file 1). 5fC-DNA pulldown (5fC-DP) analysis revealed that the antibody showed only 1.6-fold discrimination between the 5fC-positive and 5fC-negative DNA strands (Figure 1a).

**Figure 1:**
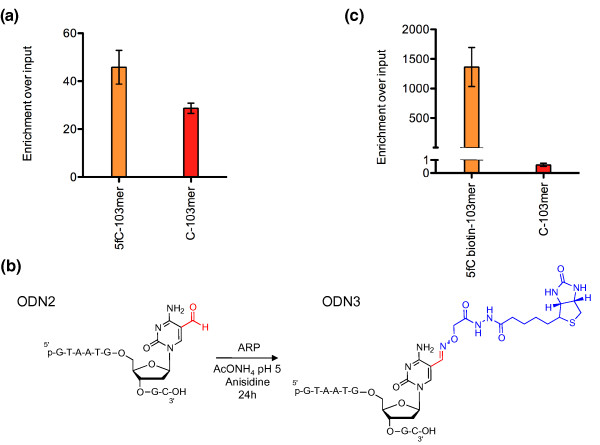
**Comparison between the 5fC-antibody immunoprecipitation and chemical pulldown method**. **(a) **For the 5fC DNA immunoprecipitation we used 1 pg of 5fC-103mer and 10 pg C-103mer in the presence of 5 µg salmon sperm DNA. The immunoprecipitation resulted in an enrichment of 1.6-fold of the 5fC-103mer over the C-103mer. Error bars represent the standard error of the mean. **(b) **Conditions for the biotinylation reaction of a 9-mer containing a single 5fC. The oligonucleotide was incubated at room temperature with an ARP in the presence of anisidine at pH 5 for 24 h and resulted in the formation of a single product. **(c) **Pulldown of 1 pg 5fC-biotin-103mer in the presence of 10 pg C-103mer and 5 µg salmon sperm DNA using streptavidin-coated magnetic beads resulted in an enrichment of the biotinylated DNA of around 1,000-fold. Error bars represent the standard error of the mean.

The second approach involved the chemical reaction of 5fC with an oxyamine functionality to covalently attach the biotin tag and subsequent pulldown using streptavidin-coated magnetic beads. We optimized the oxyamine reaction by adapting the conditions first reported by Pfaffeneder *et al*. [5]. The oligonucleotide was incubated with a commercially available aldehyde reactive probe (ARP; O-(biotinylcarbazoylmethyl) hydroxylamine) in the presence of anisidine at pH 5 for 24 h at room temperature. We used mass spectrometry to monitor the reaction between a synthetic 9-mer oligonucleotide containing all the four bases (G, A, T and C) plus a single 5fC modification, and the ARP (Figure 1b; Figure s1A and Table s2 in Additional file 1). After 24 h, the formation of a single biotinylated oligonucleotide was observed without side products. We tested the same reaction on a synthetic oligomer where 5fC was replaced by 5hmC. This reaction led exclusively to the recovery of starting material demonstrating very high specificity for the biotin labeling reaction (Figure s1B in Additional file 1). We then optimized pulldown conditions (see Materials and methods) using the biotinylated 103-mer to achieve enrichments of around 1,000-fold for the 5fC-containing DNA (Figure 1c). Thus, in our hands, the chemical pulldown method exhibited considerably higher 5fC-DNA enrichment than the antibody-based immunoprecipitation and was therefore employed for the genome-wide mapping of 5fC. We also tested the selectivity of our method for the pulldown of 5fC versus abasic sites (apurinic/apyrimidinic sites) as ARPs have previously been used to tag abasic sites [14]. We found that our pulldown method was highly specific for the enrichment of 5fC (Figure s2 and Table s3 in Additional file 1).

### Genome-wide mapping of 5fC

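5fC was mapped in wild-type J1 cells, a mouse ES cell line grown on a layer of irradiated feeder fibroblasts. The formyl group was labeled with a biotin-bearing probe, and the captured DNA was sequenced. The data comprised 2 biological replicates of the wild-type pulldown, bham359_362 and bham470, with 45.9 and 27.4 M (mega, as in Mb) uniquely placed single-end reads, and 1 genomic input library with 26.5 M. The authors aligned the reads to mm9 with BWA and called domains separately in each replicate with rseg, a program that compares pulldown with input in 100 bp bins and gives each stretch of the genome the state enriched, background or unconfident. Each deposited domain carries a score, the mean difference between pulldown and input reads per bin, which is not scaled for depth. Summed over all domains of bham359_362 it came to 20.2 M reads, against a difference of 19.4 M between the reads of this pulldown and the input.

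In bham359_362 there were 389620 enriched domains with a median width of 700 bp over 475.3 Mb. Replicate bham470 had 28356 enriched domains with a median width of 8200 bp over 530.4 Mb. The value of a site is therefore an average over a domain whose width differs widely between the replicates. The consensus was made as in Materials and methods, by intersecting the enriched domains of both replicates, and held 169174 regions over 314.7 Mb, 12.1% of the sequence that the domains span. Sequence enriched in either replicate came to 691.1 Mb, and the consensus of domains left after the 25% of lowest value were dropped to 181.7 Mb. Levels are given as excess per M reads, which is the domain value minus the mean value per bin of the library, divided by its M uniquely placed reads. Genes were taken from GENCODE release M1 on mm9, and promoters as the 1 kb upstream of a transcription start site (TSS). CGIs were stretches of the mm9 sequence of at least 200 bp with over 50% GC and an observed to expected CpG ratio over 0.6. Repeats were not masked, so these CGIs can include repeats.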

We adapted a published method for the pulldown of biotinylated DNA [11], to analyze the distribution of 5fC in ES cells by deep sequencing of enriched DNA fragments.

Sequencing libraries were tested for the efficiency of the pulldown step by quantitative PCR of the synthetic oligonucleotides 5fC-103mer (1 pg) and C-103mer (10 pg) that were spiked into the sample prior to pulldown. Samples were sequenced in two biological replicates, which were found to be highly reproducible in terms of correlation between replicates at the significantly enriched sites (Figure s3 in Additional file 1). 

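In wild-type J1 cells 314.7 Mb was enriched for 5fC in both replicates, which is 66.2% of the enriched sequence of bham359_362. Sequence enriched in both made up 45.5% of the sequence enriched in either, against a mean of 12.6% and a maximum of 14.7% when one replicate was shifted at random around its chromosomes 100 times (one-sided permutation p = 0.0099, the smallest that 100 shifts can give). Libraries of different conditions shared between 40.0% and 62.6% by the same measure when the TDG knockdown library bham480 was left out, so the wild-type replicates lay within that range. Across the 169137 wild-type consensus regions with a value above 0 in both replicates, the log2 domain values gave a Pearson correlation of 0.018 and a Spearman correlation of 0.037, and regions of at least 1000 bp gave a Pearson correlation of 0.19. With the read difference summed over each region, a measure in which both replicates share the width of the region and which was chosen after the values were seen, the correlation was 0.93. Regions are not independent replicates, and no p was computed for these correlations.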

A genomic input library was also prepared and sequenced and was used as background control for the identification of read-enriched regions in the pulldowns. We compared the 5fC data with published MeDIP-Seq and hMeDIP-Seq data [9] for 5mC and 5hmC, respectively. It is noteworthy that similar to MeDIP-Seq and hMeDIP-Seq, 5fC-DP-Seq shows the relative enrichment to the input library rather than the absolute 5fC levels. TET1 binding sites (data taken from [15]) were enriched in 5hmC and 5fC, but not 5mC, which is in accordance with the fact that TET1 is the catalyst for the generation of 5hmC and 5fC (Figure s4 in Additional file 1). 

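In wild-type J1 cells 5fC-enriched sequence was concentrated at the start of genes, in CGIs and in exons. 5' UTRs held 3.55 times, CGIs 3.47 times and exons 3.07 times the share of the consensus expected from their share of the genome. Promoters followed at 2.67 times, 3' UTRs at 2.5 times and introns at 1.43 times. Intergenic sequence, 61.1% of the genome, made up 39.3% of the consensus, a fold of 0.643. CGIs cover 0.627% of the genome and 2.17% of the consensus, 6.84 Mb.

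By replicate, the fold at CGIs was 3.42 in bham359_362 and 2.31 in bham470, at 5' UTRs 3.43 and 2.5, at exons 2.60 and 2.31 and at promoters 2.41 and 2.26. In bham470 CGIs, exons, promoters and 3' UTRs lay between 2.20 and 2.31. Each of the 7 classes differed from chance in both replicates and in the consensus. After 100 random circular shifts of the enriched sequence the highest fold at CGIs was 1.20 for the consensus, and for every class the observed fold lay outside all shifts (one-sided permutation p = 0.0099, the smallest that 100 shifts can give).

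**Figure D1:**
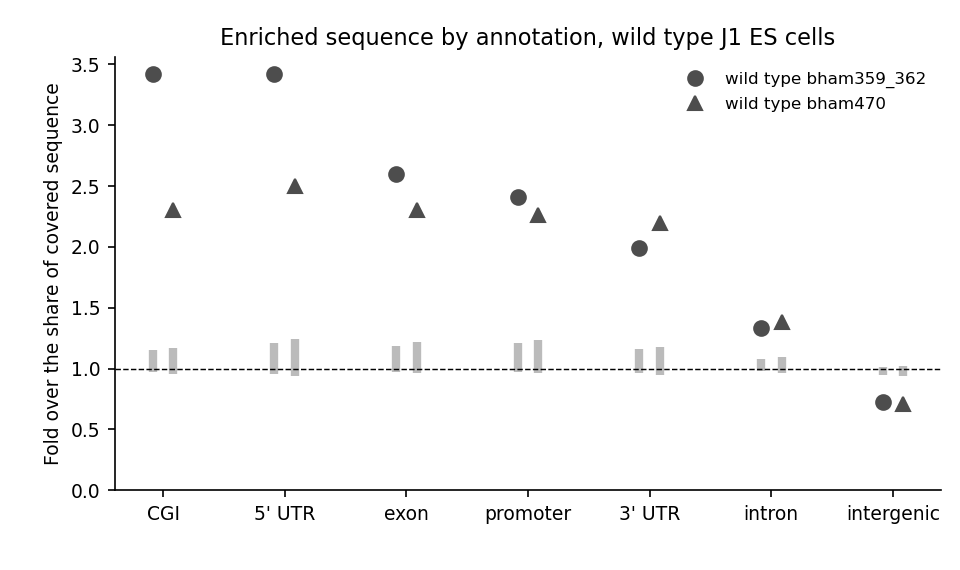
Fold enrichment of 7 annotation classes in the 5fC-enriched sequence of each wild-type replicate over their share of the covered sequence (y axis, linear). Symbols are replicates, grey bars span the folds of 100 random circular shifts and the dashed line marks a fold of 1, and intergenic sequence, at 0.723 and 0.709, is the class below the grey bars.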

The genome-wide distribution of 5fC followed a similar pattern to 5hmC with enrichments in euchromatic regions, including CpG islands (CGIs), exons and promoters (Figure 2a; Additional file 2). We also looked at the 5' UTR of LINE1 and the intracisternal A particle long terminal repeat (IAP LTR), all of which showed enrichments of 5fC in contrast to the depletion in the gene body of LINE and also other retrotransposon elements (Figure 2b; Additional file 1, Figure s5). The 5' UTR of LINE1 displayed high levels of 5hmC, medium levels of 5fC and low levels of 5mC. In contrast, IAP LTR had low levels of 5hmC, medium levels of 5fC and high levels of 5mC, demonstrating that the kinetics at each oxidation stage depends on the genomic context. It remains to be seen if these patterns are associated with active demethylation.

**Figure 2:**
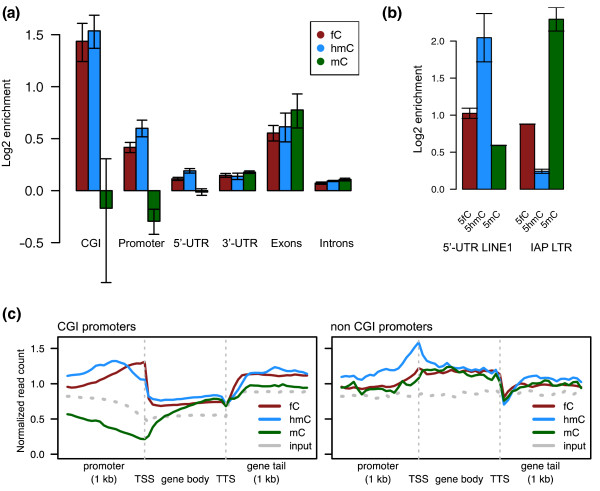
**Genomic distribution of 5fC in comparison to 5hmC and 5mC**. **(a) **Average enrichment (log2 of read count in pull down/read count in input) of 5fC, 5hmC, and 5mC in different genomic regions. 5fC and 5hmC followed similar distributions with high enrichments in CGIs, promoters and exons. Error bars are the mean of each replicate. **(b) **Distribution of 5fC, 5hmC and 5mC in the 5' UTR of retrotransposon elements LINE1 and in IAP LTR. Error bars are the mean of each replicate. **(c) **Genes were classified into CGI- and non-CGI-containing promoters and the normalized read count (reads per kilobase per million mapped reads (RPKM)) averaged across all genes. The profile of genes with CGI promoters showed high levels of 5hmC and 5fC close to the transcription start site (TSS), while an opposite trend was observed for 5mC. In contrast, genes with non-CGI promoters showed low levels of all three cytosine modifications in the promoter. The levels increased slightly near transcription initiation sites and then stayed constant throughout the gene body.

The profiles shown in Figure 2c represent the enrichment levels of cytosine modifications for all genes separated into CGI- or non CGI-containing genes. 

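At the 11617 autosomal protein-coding genes with a CGI promoter, 5fC-enriched domains of wild-type J1 cells peaked close to the TSS. The TSS lay in an enriched domain at 81.8% of these genes in bham359_362 and 57.1% in bham470. At 5 kb upstream of the TSS the share was 35% and 45.7%, and at 5 kb downstream 39.7% and 48.9%. The highest share stood 100 bp downstream of the TSS in bham359_362, at 83.7%, and 200 bp downstream in bham470, at 57.4%. The mean excess per M reads at the TSS was 0.0433 reads per bin in bham359_362 and 0.0125 in bham470, against 0.0123 and 0.00844 at 5 kb upstream. The TSS was above the flanks in both replicates, and with 2 replicates the difference was not tested. The rise was smaller in bham470, which has wider domains and fewer reads than bham359_362.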

In CGI-containing promoters there is a sharp enrichment peak of 5fC at the transcription start site and a slightly less localized enrichment of 5hmC with a depletion of 5mC at the transcription start site. In contrast, the profile of non-CGI promoter regions of the reference genes showed a much less pronounced increase in the levels of both 5mC and 5fC upstream of the transcription start site; these then remain at a constant level throughout the gene bodies. 

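At the 9793 autosomal genes whose promoter has no CGI, the rise at the TSS was smaller. The TSS lay in a 5fC-enriched domain at 43.8% of these genes in bham359_362 and 38.5% in bham470, against 25.9% and 32.2% at 5 kb upstream and 29.1% and 36.0% at 5 kb downstream. Within the gene bodies an average of 37.1% of the length was enriched in bham359_362 and 43.8% in bham470. Gene bodies behind CGI promoters were enriched over 43.7% and 52.6% of their length. The mean excess per M reads at the TSS of genes without a CGI promoter was 0.0177 reads per bin in bham359_362 and 0.00552 in bham470. In both replicates these TSS levels were below those at CGI promoters. With 2 replicates no test across libraries was run.

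**Figure D2:**
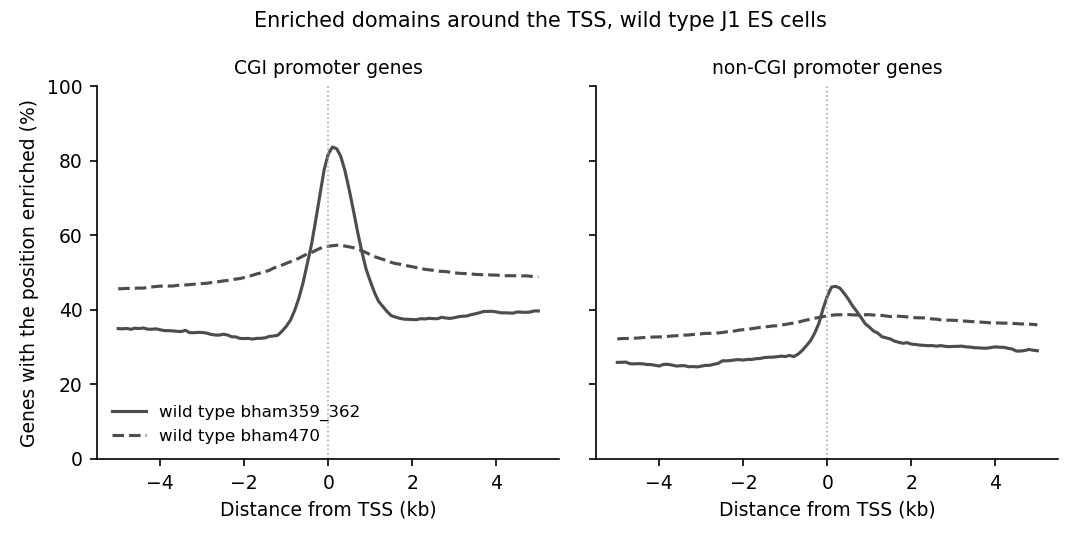
Percentage of protein-coding genes (y axis) whose position at a given distance from the TSS (x axis, kb) lies in a 5fC-enriched domain, for genes with and without a CGI promoter. The solid line is the wild-type replicate bham359_362 and the dashed line bham470; at the TSS of CGI promoters they reach 81.8% and 57.1%.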

Overall, our analyses show that, depending on genomic regions, we observed different distributions of 5fC, 5hmC and 5mC, which suggests that the kinetics of processing 5mC are distinct between genomic regions. That 5fC is especially enriched in CGIs also supports the role of 5fC in the maintenance of hypomethylation in these regions in ES cells.

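Of 25829 autosomal CGIs, 10331 (40.0%) were 5fC-enriched in both wild-type replicates, where an island counted as enriched with at least 50% of its length in enriched domains. By replicate the share was 59.2% in bham359_362 and 44.7% in bham470. CGIs at promoters were enriched in both replicates in 54.6% of 11015 islands and CGIs in gene bodies in 52.1% of 5702. Intergenic CGIs were enriched in both in 14.7% of 9112, a set from which repeats were not removed. The mean excess per M reads over promoter CGIs was 0.0447 reads per bin in bham359_362 and 0.0129 in bham470, and over intergenic CGIs it was 0.00357 in bham359_362 and -3.84e-05 in bham470. Promoter and gene-body CGIs were above intergenic CGIs in each replicate. Among all protein-coding genes, 7191 of 11941 with a CGI promoter (60.2%) had a consensus region within 1 kb of the TSS, against 3914 of 10418 without one (37.6%). The paper takes the enrichment in CGIs as being in favour of a role of 5fC in keeping these islands hypomethylated in ES cells.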

### 5fC is associated with active gene expression in ES cells

We identified CGIs that showed a significant difference in 5fC enrichment compared to 5mC and 5hmC, and further characterized them using gene ontology categories. Therefore, we associated each island with the nearest gene within 5 kb and searched for overrepresented categories in this set. Gene ontology analysis of the 5fC-enriched genes identified pathways that were associated with transcription regulation (Table s4 in Additional file 1). We also examined the correlation between 5fC at CGI gene promoters and their transcription levels using published gene expression data [9]. Specifically, we compared gene expression levels for cases where one cytosine modification in the CGI promoter region was relatively more enriched than other cytosine derivatives. We found that genes whose CGI promoters were 5fC-rich (relative to 5mC or 5hmC) showed higher expression than the overall group of CGI assigned genes (Figure 3a; Table s5 in Additional file 1). This suggests that the shift in equilibrium between the different cytosine modifications at promoter sites may be linked to mechanisms that control gene activity. Consistent with this observation, when genes were categorized as low, medium or highly expressed genes, expression levels positively correlated with 5fC levels (Figure 3b). Promoters enriched in 5fC were also associated with correspondingly high levels of the activating histone mark H3K4me3 (histone H3 tri-methylated at lysine 4; data taken from [16]), whereas those enriched in 5mC were depleted of H3K4me3 (Figure 3c). When we measured the enrichment of cytosine modifications in the binding sites of three key transcription regulatory elements, CTCF, p300 and RNA polymerase II (Pol II), we found that 5fC was significantly enriched in Pol II binding sites, supporting a strong link between this modification and gene regulation (Figure 3d; Figure s6 in Additional file 1). In contrast, we observed low levels of 5fC in binding sites of CTCF, a transcriptional repressor. Collectively, these data associate the presence of 5fC with transcriptional activity of genes in ES cells. It remains to be seen whether 5fC represents a mark that is poised for rapid demethylation of incoming aberrant methylation in CGIs and is thus linked to the onset of gene activation or indeed whether 5fC on its own is involved in epigenetic control mechanisms.

**Figure 3:**
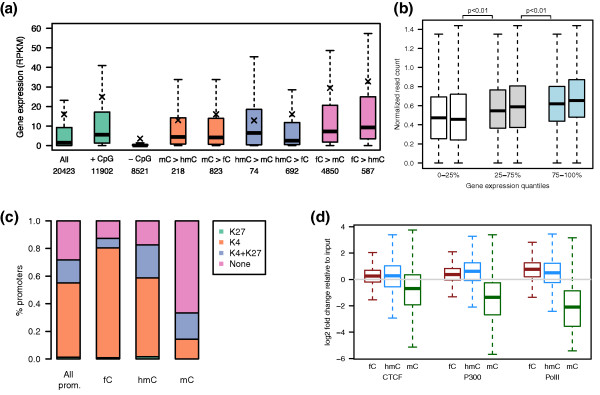
**5fC is associated with active gene transcription**. **(a) **Relationship between gene expression levels and cytosine modifications. The first three green bars show the gene expression levels of all genes (All), genes with CGI promoter (+ CpG) and genes with non-CGI promoters (- CpG). The subsequent bars are labeled with the notation '*x > y*' (for example, *mC > hmC*) to indicate genes whose promoter CGI is relatively more enriched in one modification (for example, *mC*) than in the other (for example, *hmC*). The number below each label is the number of genes belonging to each category. See Table s5 in Additional file 1 for significance of difference between groups. The × symbols show the group means. In all the boxplots in this figure the whiskers extend up to 1.5 times the interquartile range and data points beyond this range have been omitted for clarity of presentation. **(b) **Genes are categorized into low (0 to 25%, white), medium (25 to 75%, grey) and high (75 to 100%, blue) expressed genes and correlated with 5fC levels of two biological replicates (normalized read counts). **(c) **Relationship between 5fC, 5hmC, 5mC and H3K4me3 and H3K27me3 at promoters. **(d) **Enrichments of cytosine modifications in the transcription factor binding sites of CTCF, p300 and Pol II over the input. RPKM, reads per kilobase per million mapped reads.

### TDG knockdown results in genomic redistribution of 5fC

TDG was initially shown to mediate the base excision repair of deaminated 5mC. Recent studies have shown that TDG can also excise 5fC and 5caC, providing a new dimension to our understanding of the active demethylation pathway [3,17]. To further understand the role of TDG, we analyzed the changes in the genomic distribution of 5fC in ES cells depleted for TDG, compared to a control in which cells were treated with a non-targeting small interfering RNA (siRNA). 

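TDG is the thymine DNA glycosylase that removes 5fC in the first step of base excision repair. J1 cells were grown without feeder cells and transfected repeatedly with siRNA, either against Tdg or a non-targeting control, and 5fC was pulled down from 2 biological replicates of each. The siRNA control replicates bham479 and ear001 had 29.2 and 28.8 M uniquely placed reads, and the TDG KD replicates bham480 and ear003 had 20.4 and 28.7 M. The deposited domains were made as for wild-type cells, each replicate separately. Summed over all domains, the read difference was 2.63 M in bham479, 1.26 M in ear001, -7.07 M in bham480 and 2.04 M in ear003. The reads of these pulldowns minus those of the input gave 2.76, 2.31, -6.04 and 2.25 M in the same order. Because bham480 had fewer reads than the input, its mean value was -0.277 reads per bin, and levels are given after scaling. The scaling takes off only the library mean. It leaves local differences in input reads, which weigh more in a library with fewer reads. Levels of libraries of different depth are therefore not strictly comparable.

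The siRNA control replicates had 26605 and 10032 enriched domains with median widths of 9400 and 24550 bp. The TDG KD replicate bham480 had 4901 enriched domains of 6300 bp, and ear003 had 40121 of 5900 bp. In bham480 a further 504.9 Mb in 13887 domains was given the state unconfident, against 0.214 to 6.30 Mb in the other 5 pulldowns. The consensus held 15153 regions over 414.9 Mb for the siRNA control and 5136 regions over 138.2 Mb for the TDG KD. Sequence enriched in both replicates made up 60.1% of that enriched in either for the siRNA control and 23.8% for the TDG KD, with chance means of 16.3% and 7.53% from 100 circular shifts. It made up 77.1% and 85.8% of the library with less enriched sequence. The correlation of log2 domain values across consensus regions was 0.24 for the siRNA control and 0.040 for the TDG KD, or 0.070 over TDG KD regions of at least 1000 bp. On the read difference summed over each region it was 0.91 and 0.65, a measure chosen after the values were seen. Tdg transcript levels in these cultures were not analysed here. The library names begin with BHAM or EAR, 1 replicate of each siRNA condition under each prefix, and differences within a prefix are given as a possible batch. With 2 libraries against 2 the smallest p that an exact permutation test allows is 0.33.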

The knockdown (KD) resulted in the downregulation of TDG expression by 97% (Figure s7 in Additional file 1). Mass spectrometry analysis showed that TDG KD increased overall 5fC levels by six-fold, consistent with its role in excising 5fC, whereas methylation levels stayed constant (Figure s8 in Additional file 1). 

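Most sequence enriched for 5fC in TDG KD cells was enriched in the siRNA control as well. Of the 138.2 Mb of the TDG KD consensus, 120.6 Mb (87.2%) lay in the siRNA control consensus and 133.8 Mb (96.8%) in an enriched domain of at least 1 control replicate. Counted as regions, 3015 of 5136 (58.7%) overlapped the control consensus by at least 1 bp and 4406 (85.8%) overlapped a domain of either control replicate. The widest region of both sets was the same stretch of chromosome 8, from 121733067 to 124658866 in the TDG KD (mm9). It holds 42 protein-coding genes, among them Cdh13, which encodes a cadherin, and Osgin1, and 76 CGIs. In all 4 siRNA libraries chromosome 8 was also raised against wild-type bham470 in background sequence. The region is thus not taken as a site of high 5fC.

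After 1000 circular shifts of the TDG KD regions a mean of 28.5% and at most 33.9% overlapped the control consensus (one-sided permutation p = 0.000999, the smallest that 1000 shifts can give). Within the BHAM prefix 62.5% of TDG KD domains and 86.2% of their base pairs overlapped the control, and within the EAR prefix 48.4% and 72.5%. With the domains of bham480 alone in place of the TDG KD consensus, 37.3% overlapped the control consensus.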

In general, we found that more than 98% of 5fC-enriched regions from TDG KD overlapped with those found in the siRNA control. 

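The 5fC-enriched consensus covered less of the genome in TDG KD cells than in the siRNA control. It covered 138.2 Mb in the TDG KD and 414.9 Mb in the control. The TDG KD replicates differed from each other, with 161.1 Mb enriched in bham480 and 558.1 Mb in ear003, while the control replicates bham479 and ear001 had 566.2 and 538.4 Mb. The mean per library was 359.6 ± 280.7 Mb (SD, n = 2) in the TDG KD and 552.3 ± 19.6 Mb (SD, n = 2) in the siRNA control. This difference was not larger than the spread between the TDG KD replicates (two-sided exact permutation test, p = 0.667, with 0.33 the smallest possible). TDG KD minus control was -405 Mb within the BHAM prefix and 19.7 Mb within the EAR prefix. The mean difference per library of -193 Mb became 5.83 Mb without bham480, the library with the most unconfident sequence and the fewest reads, and -391 Mb without ear003, while the mean number of domains was 4192.5 higher in the TDG KD. Sequence enriched in either replicate came to 581.0 Mb in the TDG KD and 689.7 Mb in the control, and the consensus of domains left after the 25% of lowest value were dropped to 79.8 and 319.6 Mb.

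**Figure D3:**
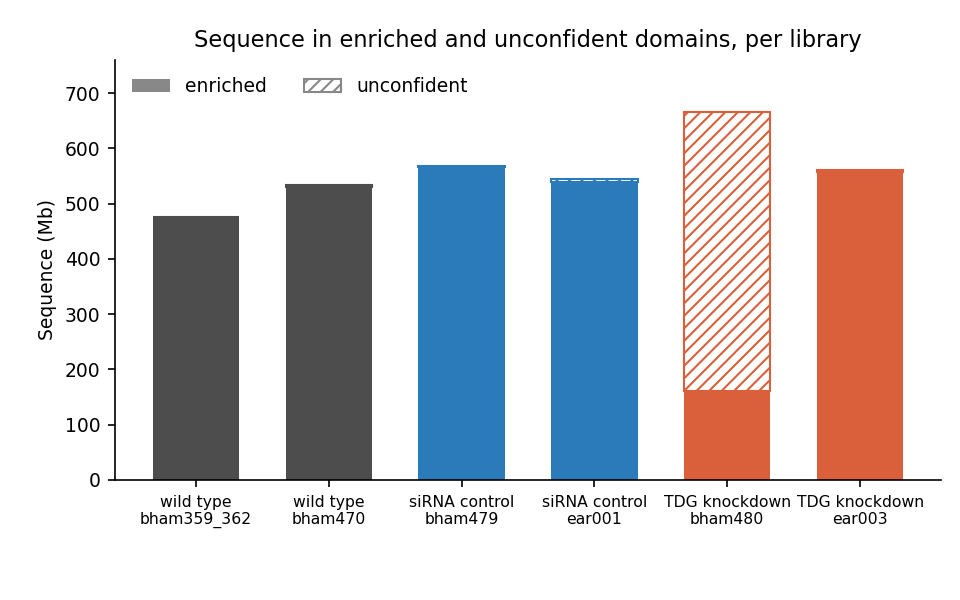
Sequence in enriched (filled) and unconfident (hatched) domains of each 5fC pulldown (y axis, Mb), for wild-type, siRNA control and TDG KD replicates. Enriched sequence lies between 475.3 and 566.2 Mb in 5 libraries and at 161.1 Mb in bham480, which has 504.9 Mb of unconfident sequence.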

Genome-wide 5fC mapping of the TDG KD showed 5fC-enriched sites were distributed with a reduced overall coverage of the genome (5fC sites distributed over 138 Mb in contrast to 415 Mb in the control). Thus, 5fC must be present at higher levels and/or higher density in the enriched sites for the TDG KD. This also indicates that the formation of 5fC marks at those remaining 277 Mb must be via a distinct pathway that is TDG-dependent, perhaps involving TET recruitment by TDG. It can also mean that the loss of 5fC in these particular regions is TDG-independent via an alternative pathway.

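At the 3461 regions enriched in both the siRNA control and the TDG KD (120.6 Mb), the value moved in opposite directions in the pairs of replicates, and bham480 carries the low library mean of its value. The median read difference per 100 bp bin and M reads was 0.0222 in the control replicate bham479 and 0.00253 in the TDG KD replicate bham480. In the control replicate ear001 it was 0.0130, and in the TDG KD replicate ear003 it was 0.0284. The mean was 0.0155 ± 0.0183 (SD, n = 2) in the TDG KD and 0.0176 ± 0.00657 (SD, n = 2) in the control, a difference within the spread of the replicates (two-sided exact permutation test, p = 1, smallest possible 0.33). The difference of -0.00213 became 0.0108 without bham480, 0.00252 without bham479 and -0.0151 without ear003. As excess over the library mean, a baseline chosen after the values were seen, the level was 0.0187 in bham479 and 0.0161 in bham480, and 0.0112 in ear001 and 0.0256 in ear003. The mean on this measure was 0.0209 ± 0.00674 against 0.0150 ± 0.00528 in the control (SD, n = 2 each; two-sided exact permutation test, p = 0.667).

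A value per M reads is relative to the library and cannot show a change in the total amount of 5fC.

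**Figure D4:**
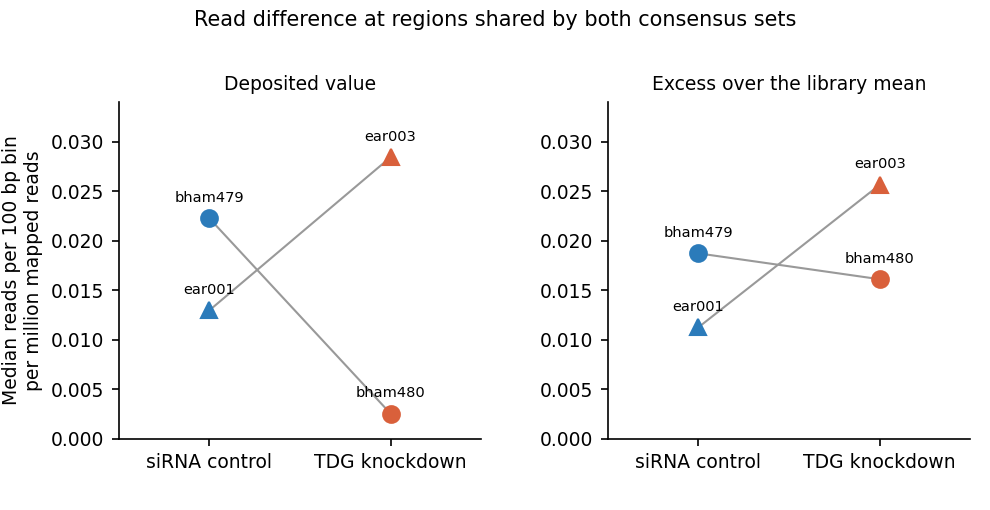
Median read difference per 100 bp bin and M mapped reads (y axis) at regions shared by both consensus sets, as deposited and as excess over the library mean. Each symbol is a replicate and lines join replicates with the same name prefix; BHAM falls from 0.0222 to 0.00253 and EAR rises from 0.0130 to 0.0284 in the left panel.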

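The siRNA control consensus held 294.3 Mb outside the TDG KD consensus, and most of it was still enriched for 5fC in one of the TDG KD replicates. In ear003, 80.2% of this sequence was enriched. In bham480, 2.19% was enriched, 13.3% was background and 84.5% was unconfident. In wild-type cells 56.5% was enriched in bham359_362 and 78.1% in bham470. The mean excess per M reads in this sequence was 0.0154 reads per bin in bham479, 0.00883 in ear001, 0.00659 in bham480 and 0.0171 in ear003.

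Control sequence that was enriched in neither TDG KD replicate came to 51.9 Mb. CGIs were rarer in it than in the genome, with a fold of 0.475 (one-sided permutation p = 0.0099 from 100 circular shifts, the smallest possible), and 1453 of 15153 control regions had no enriched domain in either TDG KD replicate. An intergenic region on chromosome 12 from 114883857 to 114958756 and a region on chromosome 3 from 25415171 to 25456770 in an intron of Nlgn1, a synaptic adhesion gene, were among the widest of these. Both were 100% unconfident in bham480, and 84.2% and 96.4% unconfident in ear003, so they were left undecided there. Their excess per M reads was -0.0238 and -0.0532 reads per bin in bham480, and -0.00699 and -0.0219 in ear003. In the control replicates bham479 and ear001 it was -0.000414 and 0.00718 at the chromosome 12 region. At the Nlgn1 region it was 0.00170 and 0.00341 in the same order. In wild-type bham470, 71.4% of the chromosome 12 region and 100% of the Nlgn1 region were unconfident. The excess at the Nlgn1 region was 0.0192 in wild-type bham359_362 and -0.0226 in bham470. The level there thus differed as widely within 1 condition, and no loss is read from it. Another wide region, on chromosome 8 from 33841626 to 33870225, was neither enriched nor unconfident in either TDG KD replicate. Its excess was 0.00893 in bham479, 0.00619 in ear001, 0.00176 in bham480 and -0.00268 in ear003. The control-only sequence was 427.3 Mb within the BHAM prefix, 134.1 Mb within the EAR prefix and 58.3 Mb without bham480. It was 196.0 Mb when sequence enriched in either replicate of each condition was compared. The paper reports more 5fC overall in the TDG KD by mass spectrometry. Next to this, from the lower coverage, it concludes that 5fC is at higher levels, at higher density or both in the enriched sites. It reasons that marks in the control-only sequence form through a pathway that depends on TDG. It proposes recruitment of TET by TDG as one such route, and a loss of 5fC that does not need TDG as another reading.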

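Regions listed by the paper as higher in 5fC in the TDG KD were concentrated on chromosome 8. The list comes from a direct rseg comparison of the conditions and was held in part, the first 96.4% of its rows and 7.41 Mb, so no overlap or enrichment test was run on it. Of the regions held, 30.6% lay on chromosome 8 and 12.2% on chromosome 11. Nearly all were enriched in the siRNA control too: 97.2% in bham479 and 95.9% in ear001, against 62.5% in bham480 and 99.3% in ear003. The median excess per M reads was 0.0214 reads per bin in bham479 and 0.0155 in bham480, and 0.0122 in ear001 and 0.0328 in ear003. The TDG KD was thus higher within the EAR prefix and lower within the BHAM prefix. An example among the widest listed regions that touch a CGI lies on chromosome 16 from 35537375 to 35562474 in Sema5b, a semaphorin gene of axon guidance. Its excess was 0.00937 in ear001 and 0.0226 in ear003, and 0.0182 in bham479 and 0.00358 in bham480, where the region was 100% unconfident. Others lie on chromosome 8 from 74143319 to 74173518 in Glt25d1 and Unc13a, and on chromosome 17 from 35534321 to 35580820 at H2-Q6 and H2-Q7, genes of the major histocompatibility complex, the latter also 100% unconfident in bham480.

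Chromosome 8, 4.96% of the sequence, held 6.69% and 8.04% of the enriched base pairs of the wild-type replicates bham359_362 and bham470. It held 12.0% in bham479 and 14.1% in ear001 of the siRNA control, and 22.6% in bham480 and 10.7% in ear003 of the TDG KD. TDG KD minus control was 10.6 percentage points within the BHAM prefix and -3.39 within the EAR prefix. As a share of domains it was 1.77 and 0.898, and over domains left after the 25% of lowest value were dropped 18.9 and -4.69. In background sequence, too, chromosome 8 was above every other autosome in all 4 siRNA libraries, by the read difference per bin against wild-type bham470. Its share of enriched sequence therefore need not reflect 5fC, and the cause was not tested.

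**Figure D5:**
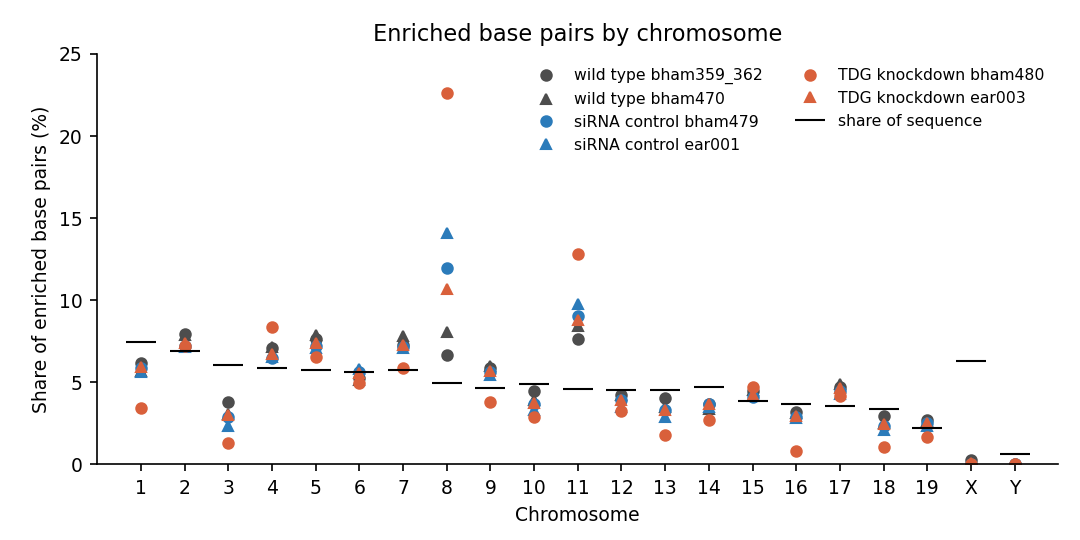
Share of the enriched base pairs of each 5fC pulldown that lies on each mouse chromosome (y axis, %; x axis, chromosome), with symbols for replicates of wild type, siRNA control and TDG KD and black bars for the share of the covered sequence. On chromosome 8 the siRNA libraries lie between 10.7% and 22.6%, against 4.96% of the sequence, and on chromosome X all libraries lie under 0.291%.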

We then compared the enriched regions between TDG KD and siRNA control and found that 5% (out of 138 Mb) were significantly more highly enriched than in the control. We annotated these regions to genomic functions and found that the change predominantly affected CGIs and exons (Figure 4a). 

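CGIs took a larger share of the 5fC-enriched sequence in TDG KD cells than in the siRNA control, 1.96% of the TDG KD consensus against 1.26% of the control consensus, a change of 55.9%. The share of 5' UTRs was 34.9% higher, that of promoters 27.8% higher and that of exons 19.0% higher. The share of 3' UTRs changed by 8.61%, that of introns by 5.62% and that of intergenic sequence by -9.81%. The CGI share was higher in the TDG KD within both prefixes, by 43.0% for BHAM and 44.0% for EAR. Exons changed by 20.2% within BHAM and 8.86% within EAR, and 5' UTRs by 27.4% and 32.3%. Without bham480 the CGI change was 28.8%. This comparison of shares was added after the data were examined, and with 2 libraries per condition it was not tested.

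Against the genome, CGIs were enriched 3.14-fold in the TDG KD consensus and 2.01-fold in the control consensus, and exons 2.78-fold and 2.33-fold. In the 4.41 Mb of the TDG KD consensus that was enriched in neither control replicate, CGIs were enriched 5.67-fold, 5' UTRs 4.72-fold, promoters 3.73-fold and exons 2.11-fold (one-sided permutation p = 0.0099 for each of these folds from 100 circular shifts, the smallest possible). Compared with the control consensus, the CGI share of this sequence changed by 182%. The exon share changed by -9.61%, the intron share by -18.9% and the intergenic share by 19.3%. The median width of enriched domains was lower in the TDG KD within both prefixes. It was 6300 bp in bham480 against 9400 bp in bham479, and 5900 bp in ear003 against 24550 bp in ear001. Between the wild-type replicates the CGI share was 2.15% in bham359_362 and 1.45% in bham470, with median widths of 700 and 8200 bp. In wild type too, the library with narrower domains thus had the higher CGI share. A change in CGI share with the TDG KD was not separated from one with domain width.

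**Figure D6:**
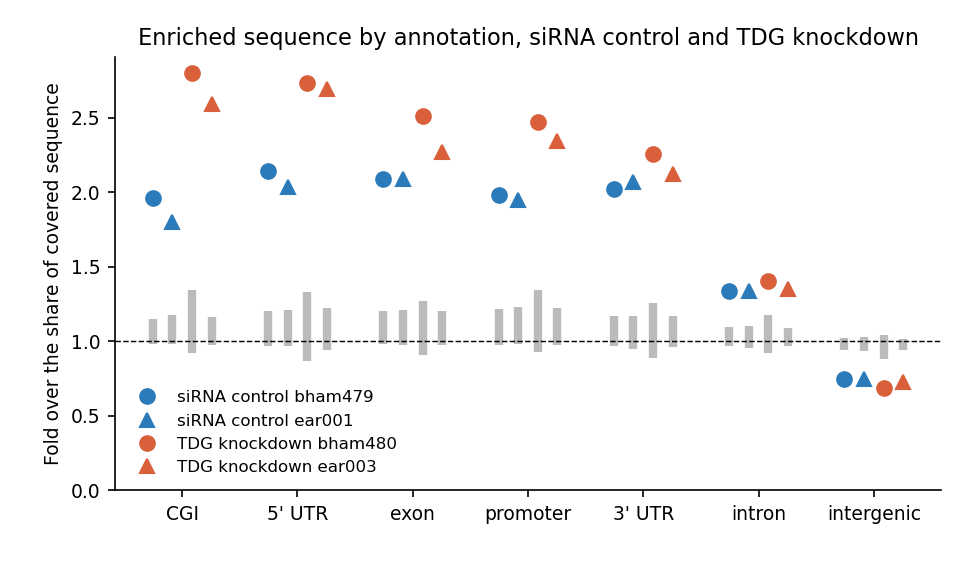
Fold enrichment of 7 annotation classes in the 5fC-enriched sequence of each siRNA control and TDG KD replicate over their share of the covered sequence (y axis, linear). Symbols are replicates, grey bars span the folds of 100 random circular shifts and the dashed line marks a fold of 1, and at CGIs the TDG KD replicates lie at 2.80 and 2.59 and the control replicates at 1.96 and 1.80.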

The CGIs were mostly found in gene bodies and, to a certain extent, in promoters (Figure 4b). 

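Among 25829 autosomal CGIs, 187 were enriched for 5fC in both TDG KD replicates and in neither siRNA control replicate. Of these, 132 lay at promoters, 29 in gene bodies and 26 in intergenic sequence. The reverse set, enriched in both control replicates and neither TDG KD replicate, held 337 CGIs, with 129 at promoters, 60 in gene bodies and 148 intergenic. Within the EAR prefix 4522 CGIs were enriched in the TDG KD only, 2981 at promoters, 771 in gene bodies and 770 intergenic, and 861 in the control only. Within the BHAM prefix 427 were enriched in the TDG KD only, 78 in gene bodies and 93 intergenic among them, and 7024 in the control only. The direction of the total thus differed between the prefixes. Leaving out chromosome 8, 183 CGIs remained in the first set. Of the regions listed by the paper as higher in the TDG KD, 280 of those held (14.0%) touch a CGI.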

We identified the top 43 CGIs that showed the biggest increase in 5fC in the TDG-control and assigned it to the nearest gene. Gene ontology analysis of the genes acquiring 5fC revealed a significant link with pathways associated with cell morphogenesis and neural development/differentiation (Table s6 in Additional file 1).

**Figure 4:**
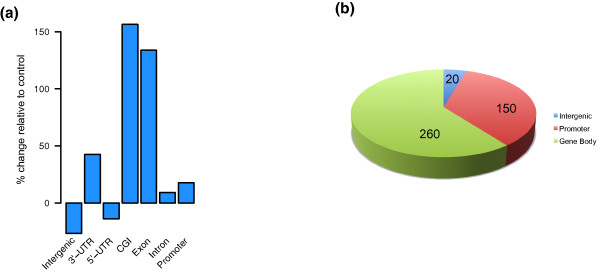
**Effect of TDG knockdown on 5fC distribution**. **(a) **Percentage change of annotated regions between TDG and siRNA control. Regions affected in the TDG KD (enriched in 5fC in TDG KD relative to the siRNA control) were mostly assigned to CGIs and exons. **(b) **CGI found in regions enriched in TDG knockout relative to siRNA control classified by genomic annotation.

### Lack of 5fC excision in CGIs is associated with aberrant DNA methylation patterns in differentiated cells

Next, we considered the role of 5fC in cells that were derived from developing mice that lacked TDG (TDG knockout (KO)). We hypothesized that lethality of TGD KO mice during embryogenesis (embryonic day 11.5) could be attributed in part to the inability to excise 5fC in the genome, which might interfere with lineage commitment of ES cells during differentiation. Differentiation of TDG KO ES cells to neuronal progenitor cells was shown previously to lead to hypermethylation of promoter CGIs in genes that include homeobox transcription factors and accumulation of DNA methylation at these sites was even more pronounced in mouse embryonic fibroblasts (MEFs) derived from TDG KO mice [18]. We therefore identified the top 5fC-enriched peaks in ES cells and compared them to MeDIP-Seq datasets for wild-type and TDG KO embryonic fibroblasts (MEFs) and heterozygous ES cells (TDG± ES cells) from the HEROIC consortium [19]. We found that CGIs overlapping these regions showed a tendency to gain methylation during development (Figure 5a). Our data indicate that the presence of 5fC at a CGI may promote its methylation during differentiation. The increase in methylation from ES cells to MEFs was most pronounced for the 43 CGIs that showed the largest increase in 5fC upon TDG KD (Figure 5b). Moreover, the gain in methylation at these TDG-target CGIs is even larger in the absence of TDG, in MEFs derived from TDG KO embryos (Figure 5b and examples in Figure 5c). This suggests that the increased 5fC at these CGIs resulting from the absence of TDG in the pluripotent stage of the early embryo may promote an even higher gain of methylation during development. In addition, TDG may also be acting in complementary pathways at these target CGIs to remove excess DNA methylation - for example, repairing mismatches resulting from 5mC deamination.

**Figure 5:**
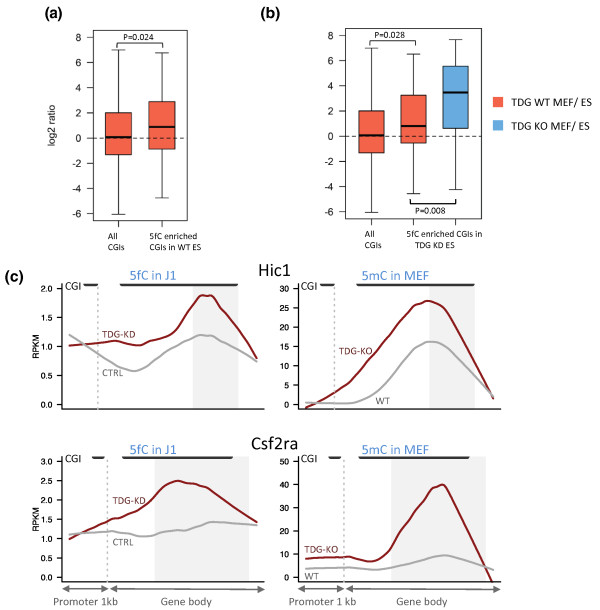
**Effect of TDG knockdown on 5fC distribution**. **(a) **The ratio of methylation was plotted for TDG wild-type (WT) MEFs versus TDG± ES cells for the group of CGIs that show the highest 5fC enrichment in ES cells and a control group of all CGIs. The 5fC-enriched CGIs have higher methylation in the MEFs than the ES cells. **(b) **The ratio of methylation for WT MEFs (in red), or TDG KO MEFs (in blue), versus the ES cells. The 43 CGIs with the biggest increase in 5fC upon TDG KD have higher methylation in MEFs than ES cells and this increase is bigger in the absence of TDG. **(c) **Two example profiles (Hic1 and Csf2ra) show the overlap between 5fC CGI peaks in TDG KD ES cells and 5mC peaks at CGIs in TDG KO MEFs. The dotted grey line marks the transcription start site whereas the solid black lines represent CGIs. The shaded grey areas are the regions that are enriched for 5fC over control. RPKM, reads per kilobase per million mapped reads.

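Both example CGIs lay in 5fC-enriched sequence in TDG KD cells. Hic1, a tumor suppressor gene on chromosome 11 from 74978067 to 74983021 (mm9, minus strand), overlaps a CGI that runs from 74978810 to 74987357 and covers 85.0% of the gene. The listed region, 74978723 to 74980322, lies entirely within an exon. Hic1 was enriched in all 6 pulldowns, and its listed region had an excess per M reads of 0.0193 reads per bin in bham479, 0.0106 in ear001, 0.0147 in bham480 and 0.0376 in ear003. The TDG KD was thus higher than the siRNA control within the EAR prefix and lower within the BHAM prefix.

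Csf2ra, which encodes the alpha subunit of the GM-CSF receptor, lies on chromosome 19 from 61300305 to 61304321 (minus strand), and its CGI runs from 61300997 to 61303817. The listed region, 61300506 to 61303005, is 55.7% exon and 44.3% intron. Its excess per M reads was 0.0185 in bham479 and 0.0260 in bham480, and 0.000231 in ear001 and 0.0518 in ear003. The read difference per M reads as deposited was 0.0221 in bham479 and 0.0124 in bham480, and 0.00194 in ear001 and 0.0546 in ear003, so within the BHAM prefix the direction depends on the baseline, which was chosen after the values were seen. Csf2ra was enriched in both wild-type replicates, bham479 and both TDG KD replicates, and was background in ear001. A value is the mean of the whole domain over the site, and with 2 libraries per condition no test was run.

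**Figure D7:**
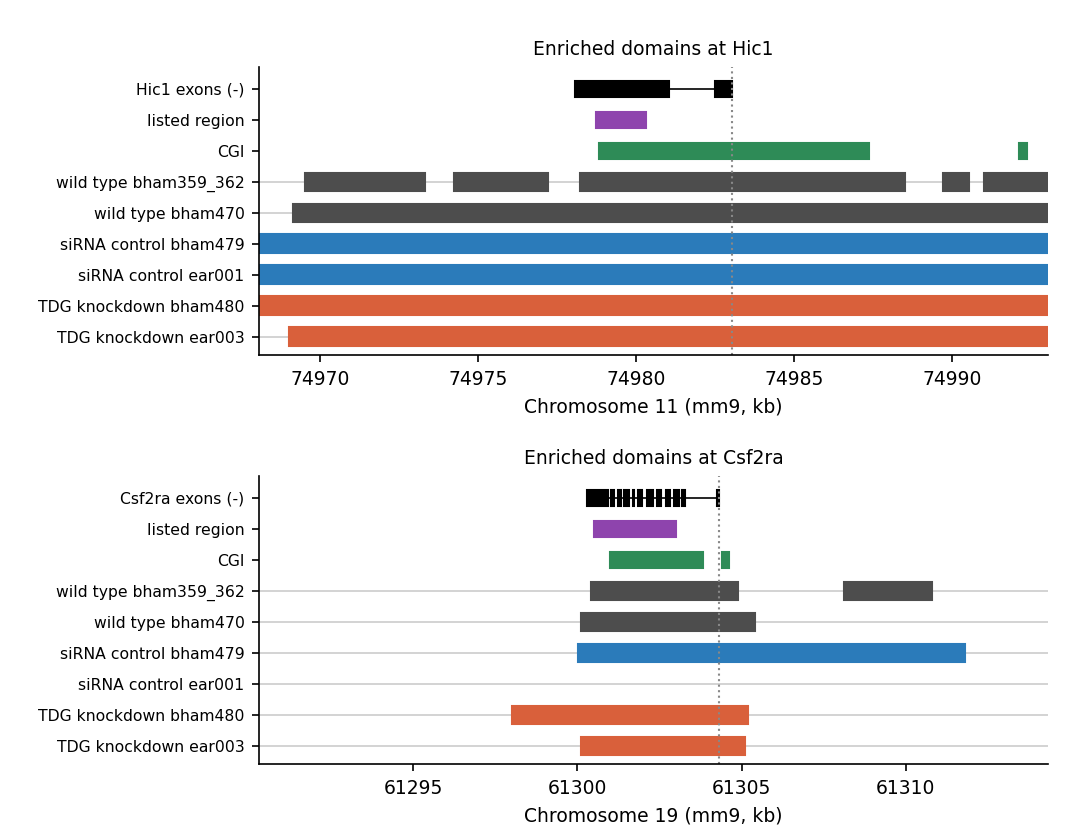
5fC-enriched domains of each pulldown at Hic1 and Csf2ra (x axis, mm9 position in kb), with the exons, the CGIs, the region listed as higher in the TDG KD and the TSS as a dotted line. Colored bars are enriched domains of wild-type (grey), siRNA control (blue) and TDG KD (orange) replicates; bars reaching the edge continue beyond it, and ear001 has no bar at Csf2ra.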

We also analyzed the 5fC distribution following siRNA-mediated down-regulation of TET1, which led to a 50% decrease in genomic 5fC as measured by mass spectrometry (data not shown). Due to the presence of TET2 in ES cells, which presumably overlaps with TET1 in binding to chromatin in many genomic regions, we concluded that additional work is needed to interpret the potential interaction between TET1, TET2 and TDG in ES cells, which is beyond the scope of this study.

## Conclusions

We have developed a robust and sensitive method to chemically label 5fC in genomic DNA. We have used this technique to enrich 5fC-containing DNA and have studied the genome-wide distribution of 5fC in mouse ES cells. Our study showed that 5fC was enriched in CGIs, which supports the role of 5fC in the maintenance of hypomethylation at CGIs in ES cells. CGI promoters that were more enriched in 5fC levels than 5hmC or 5mC correlated with active gene expression. Furthermore, 5fC-enriched promoter regions overlapped with H3K4me3 marks and 5fC was found enriched in the binding sites of Pol II. Overall, these observations suggest that the presence of 5fC marks is correlated with active gene expression in ES cells. TDG KD data demonstrated that TDG is actively involved in the removal of 5fC marks in CGIs, exons and promoter regions. This is in agreement with previous observations that TDG is involved in the maintenance of epigenetic stability by protecting CGIs from hypermethylation [18,20]. We also found that CGIs that showed the largest increase in 5fC upon TDG KD became methylated during normal differentiation, suggesting that 5fC excision may be necessary for the establishment of correct methylation pattern during differentiation.

## Materials and methods

### General methods

Commercial reagents were used as received unless otherwise noted. ARP (O-(biotinylcarbazoylmethyl) hydroxylamine))was purchased from Cayman Chemical(Ann Arbor, Michigan, USA), Alexa Fluor® 488 hydroxylamine from Invitrogen (Carlsbad, California, USA), ammonium acetate from Sigma (Dorset, UK), anisidine from Aldrich (Dorset, UK)and potassium perruthenate from Alfa Aeasar (Ward Hill, Massachusetts, USA). Acetonitrile for high performance liquid chromatography (HPLC)-electrospray ionization (ESI)-mass spectrometry (MS) analysis was purchased from VWR (Radnor, Pennsylvania, USA), HPLC gradient grade. NHEt_3_OAc for HPLC buffers was purchased from Glenn Research (Sterling, Virginia, USA).

### HPLC-ESI-MS analysis of oligonucleotides

The samples were analyzed by HPLC-ESI-MS on a Bruker (Fremont, USA) amaZon × Ion Trap MS and chromatographed by a Dionex (Sunnyvale, CA, USA ) UltiMate 3000 UHPLC system equipped with a diode array detector and a column oven. HPLC analysis of oligonucleotides was performed on a Nucleosil C18 column (250 × 4.6 mm, 5 μm; Macherey Nagel (Dueren, Germany) using the following solvent system: solvent A, 50 mM NHEt_3_OAc pH 7.4; solvent B, CH_3_CN; flow rate of 1 ml.min^-1^; a linear gradient of 0 to 30% was applied over 20 min. The column temperature was maintained at 30°C. The elution was monitored at 260 and 280 nm (Dionex UltiMate 3000 Diode Array Detector). Ions were scanned by use of a negative polarity mode for oligonucleotides.

### Mass spectrometry of nucleosides

Genomic DNA was digested using DNA Degradase Plus (Zymo Research, Irvine, CA, USA) according to the manufacturer's instructions and analyzed by liquid chromatography-tandem mass spectrometry on a LTQ Orbitrap Velos mass spectrometer (Thermo Scientific, Waltham, Massachusetts, USA) fitted with a nanoelectrospray ion-source (Proxeon, Odense, Denmark). Mass spectral data for 5fC and 5mC were acquired in high resolution full scan mode (R >40,000 for the protonated pseudomolecular ions and >50,000 for the accompanying protonated base fragment ions). Data for 5mC were also acquired in selected reaction monitoring (SRM) mode monitoring the transition 242 → 126.0662, with HCD fragmentation using a 4 mass unit parent ion isolation window, a relative collision energy of 20% and R >14,000 for the fragment ions. Peak areas for the 5fC and 5mC fragment ions were obtained from extracted ion chromatograms of the relevant scans.

### Synthesis of ODN2 (oxidation of 5hmC containing oligonucleotide ODN1)

Oxidation of 5hmC containing oligonucleotide ODN1 was performed by adapting a procedure reported by Booth *et al*. [12]. The oxidation was performed on a 5'-phosphate protected oligonucleotide to avoid any side reactions due to the oxidation of the 5' primary hydroxyl group. 5hmC containing oligonucleotide ODN1 (1.2 nmol, 8 μM, 1 eq) and KRuO_4 _(90 nmol, 600 μM, 75 eq) were mixed in a 50 mM NaOH aqueous solution and placed on ice for 15 min. The reaction was stopped by standard ethanol precipitation. The calculated and found masses of ODN2 are reported in Table s2 and Figure s1A in Additional 1.

### Synthesis of ODN3 (biotin-labeling of fC containing oligonucleotide ODN2)

The biotin conjugate was obtained by adapting a procedure reported by Pfaffeneder *et al*. [5]. 5fC containing oligonucleotide ODN2 (0.27 nmol, 8 μM, 1 eq) in a 40 mM aqueous NH_4_OAc buffer pH 5.0 supplemented with 100 mM anisidine was incubated with N-(aminooxyacetyl)-N'-(D-biotinoyl) hydrazide) (13.6 nmol, 400 μM, 50 eq) for 24 h at 25°C. The reaction was stopped by standard ethanol precipitation. Figure s1A in Additional file 1 shows the LC-MS analysis of the product ODN3 and the calculated and found masses are reported in Table s2 in Additional file 1.

In order to control the specificity of the reaction, the same reaction was carried out on ODN1; in the absence of the oxidation step, only the starting material was recovered (Figure s1B in Additional file 1).

### Biotin-labelling of fC in genomic DNA samples

Genomic DNA was prepared by sonicating genomic DNA extracted from mouse embryonic stem cells J1. Genomic DNA was sonicated for 4 × 15 cycles (30 s on, 30 s off pulse) using a Diagenode Bioruptor sonicator in order to obtain 200 to 500 bp fragments. The incubation of genomic DNA samples with ARP was carried out in analogy with the procedure for synthetic oligonucleotides. The final DNA concentration was adjusted to 5 ng/μl in a 40 mM aqueous NH_4_OAc buffer pH 5.0 supplemented with 100 mM anisidine and 2 mM ARP. After the reaction, the DNA was purified using the GeneJet PCR purification kit (Fermentas, Waltham, Massachusetts, USA) and eluted in 50 µl elution buffer (10 mM Tris-HCl, pH 8.5).

### Labeling of deoxyribose and oligonucleotide

The biotin conjugates were obtained by adapting a procedure reported by Ide *et al*. [14]. Therefore, 2-deoxyribose 5-phosphate or abasic sites containing 103-mer (100 μM) was incubated with ARP (2 mM) in phosphate-buffered saline (pH 7) for 1 h at 37°C.

### Synthesis of abasic sites containing 103-mer

The abasic sites containing 103-mer were obtained in 2 steps starting from the incorporation of uracil into 103-2 DNA using the Dreamtaq polymerase (Fermentas) (Table s1 in Additional file 1). The DNA was then purified using the GeneJet PCR purification kit. Subsequent treatment of the uracil-containing oligonucleotide with Uracil-DNA-Glycosylase (NEB, Ipswich, Massachusetts, USA) afforded the abasic sites containing 103-mer.

### Pulldown experiment and Illumina library preparation

The antibody pulldown experiment was done following a procedure reported by Ficz *et al*. [9]. For the chemical pulldown, the ends of the DNA fragments were repaired and paired-end sequencing specific adaptors (Illumina, San Diego, California, U.SA) were ligated using the NEBNext DNA Sample Prep Reagent Set 1 (NEB). Following adaptor ligation, DNA and 2 μg poly-dI:dC were incubated with 50 μg streptavidin coated magnetic beads (MagneSphere Promega, Fitchburg, Wisconsin, USA) in 50 μl 2× binding buffer (10 mM Tris pH 7.5, 1 mM EDTA, 2 M NaCl, 0.1% TWEEN) for 15 minutes at room temperature. Beads were washed with 5× 500 μl binding buffer and transferred into a new eppendorf. For elution, beads were incubated with 100 μl elution solution (95% formamide, 10 mM EDTA and 400 nM biotin) at 90°C for 5 minutes and the eluant was collected and immediately placed on ice. This step was repeated to elute any residual DNA. Eluted DNA was then precipitated in ethanol and the DNA pellet was resuspended in 15 μl *dd*H_2_O. Fragments were amplified with 16 cycles using adaptor specific primers (Illumina); fragments ranging between 200 and 500 bp in size were gel purified before cluster generation and sequencing. Sequencing was done on an Illumina Genome Analyzer GAIIX using Cluster Generation v4 and 5 chemistries as well as Sequencing by Synthesis Kit v5. Data collection was performed using Sequencing Control Software v2.6 and 2.9. Real-time Analysis (RTA) 1.6 and 1.9 were used for base calling.

### Enrichment test by quantitative PCR prior sequencing

Before each pulldown, genomic DNA was spiked with two synthetic oligomers: 1 pg of 103 bp DNA containing one single biotin-fCpG and 10 pg of 103 bp DNA with one single CpG. C-103mer was added 10-fold more than fC-103mer in order to get similar Ct values for both strand amplification. Details on the sequence and primers used are given in Table s1 in Additional file 1. After pulldown, enrichment was validated by quantitative RT-PCR.

### Culturing of ES cells and RNA interference knockdown of Tet1 and Tdg

Cell culturing was done on J1 ES cells line (129S4/SvJae), purchased from ATCC (catalogue number SCRC-1010) and grown on a γ-irradiated pMEF feeder layer at 37°C and 5% CO_2 _in complete ES medium (DMEM 4,500 mgl^-1 ^glucose, 4 mM L-glutamine and 110 mg l^-1 ^sodium pyruvate, 15% fetal bovine serum, 100 U of penicillin/100 mg of streptomycin in 100 ml medium, 0.1 mM non-essential amino acids, 50 mM β-mercaptoethanol, 10^3^U LIF ESGRO). RNA interference experiments were performed in J1 ES cells without feeders with three rounds of transfections with siRNA every second day. In the first day 1 × 10^5 ^cells were seeded per well (3.8 cm^2^) of a 12-well plate and adherent cells were transfected the next day with 50 pmol siRNA: 3 μl Lipofectamine™2000 complexes in media without antibiotics according to the manufacturer's instructions. After 8 h fresh media with antibiotics was added to the cells. This procedure was repeated 48 and 96 h after the first transfection, both times on cells in suspension. Cells were passaged and transfections were scaled up when necessary. Transfections were done with Dharmacon (Lafayette Colorado, USA) siGENOME siRNA duplexes (Thermo Fisher Scientific, Waltham, Massachusetts, USA) against mouse Tet1 (catalogue number D-062861-01; caacuugcauccacgauua), siGENOME SMARTpool against mouse Tdg (catalogue number M-040666-01; gaagugcaguauacauuug, gaguaaagguuaagaacuu, caaagaagauggcuguuaa, gcaaggaucugucuaguaa) and siGENOME non-targeting siRNA#2 (catalogue number D-001210-02; sequence not available). Cells were harvested after three rounds of transfection for DNA/RNA isolation.

### Bioinformatics and data analysis

Reads in fastq format obtained from the Illumina sequencing pipeline have been aligned against the mouse genome (NCBI version mm9) using bwa [21] with default settings. Before further analyses, only reads unequivocally assigned to a single genomic position (that is, reads mapped with mapq quality of 15 or greater) were retained (see Table s7 in Additional file 1 for details of total number of reads and mapped reads). The libraries enriched for 5hmC and 5mC were downloaded from the Short Read Archive (accession ID ERP000570; run IDs ERR031631 and ERR031628 for 5hmC; run IDs ERR031630 and ERR031627 for 5mC). These libraries were processed as above, although only the first mate of each pair and only the first 40 bases of each read were analyzed in order to conform them with the 5fC sequencing protocol (single-end, 40 cycles).

Genomic regions enriched in 5fC, 5hmC or 5mC were identified with the program rseg [22] in mode 2 using the input library as control and setting the bin size to 100 bp. Each replicate was analyzed separately and a consensus enrichment was compiled by intersecting the enriched regions from the two replicates of each treatment. The consensus regions are provided as supplementary files (Additional file 2). The regions affected by the Tet1 or Tdg KD - that is, the regions enriched in 5fC in the KD relative to the control KD - were identified by running rseg in mode 3 with bin size of 100 bp (Additional file 2).

The position of the functional regions (CGI, intron, exons, and so on) as well as the position of CTCF, p300 and Pol II were extracted from the UCSC genome browser [23].

The identification of CGI relatively more enriched in one modification over another was performed by assuming that the number of reads overlapping each CGI follow a negative binomial distribution. The difference between conditions was tested by means of the exact test described in Robinson *et al*. [24]. These analyses were performed using the R/Bioconductor package edger [25]. All the analyses not mentioned above were performed by means of samtools [26], bedtools [27] and custom python and R scripts. MeDIP-seq data for the TDG KO analysis from the HEROIC Consortium (accession ID GSE27468) were aligned with Bowtie in paired-end mode using options -m 1 --best --strata --maxins 700 --chunkmbs 512. Gene ontology annotation was executed via the web service DAVID v6.7 [28] by means of the Functional Annotation tool [29].

### Data access

The raw sequence data used to map 5fC and the position of the 5fC enriched regions for each library have been deposited at NCBI Gene Expression Omnibus under accession number GSE40148.

## Abbreviations

5caC: 5-carboxylcytosine; 5fC: 5-formylcytosine; 5hmC: 5-hydroxymethylcytosine; 5mC: 5-methylcytosine; ARP: aldehyde reactive probe; bp: base pair; CGI: CpG island; DP: DNA pulldown; ES: embryonic stem; ESI: electrospray ionization; H3K4me3: histone H3 tri-methylated at lysine 4; hMeDIP: 5-hydroxymethylcytosine DNA immunoprecipitation; HPLC: high performance liquid chromatography; IAP LTR: intracisternal A particle long terminal repeat; KD: knockdown; KO: knockout; LINE: long interspersed element; MeDIP: 5-methylcytosine DNA immunoprecipitation; MEF: mouse embryonic fibroblast; MS: mass spectrometry; Pol II: RNA polymerase II; siRNA: small interfering RNA; TDG: thymine DNA glycosylase; TET: ten-eleven translocation; UTR: untranslated region.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

EAR designed and performed the study and wrote the manuscript; DB performed data analysis and provided feedback on the manuscript; GF assisted with study design, carried out sample preparation and provided feedback on the manuscript; HB carried out sample preparation, assisted with data analysis and provided feedback on the manuscript; MB assisted with data analysis and provided feedback on the manuscript; PM assisted with sample analysis and provided feedback on the manuscript; DO assisted with sample analysis; MJB assisted with sample preparation; WR and SB conceived of the study and edited the manuscript. All authors have interpreted the data, read and approved the manuscript.

## Supplementary Material

Additional file 1 **Supplementary figures and tables**. Click here for file

Additional file 2 **Genomic coordinates of 5fC-, 5hmC- and 5mC-enriched regions in wild type and knockdown**. These bed files report the genomic positions of the regions enriched in 5fC, 5hmC and 5mC. The reported regions are the intersection of the enrichment between two replicates. For each region, the position of the nearest CGI is also shown (where multiple CGIs have the same distance, only the first one is reported). The columns in these files are: 1) chrom (chromosome); 2) start (enriched region start); 3) end (enriched region end); 4) name (ID for enriched region); 5, value (unused column); 6) strand (strand (always +)); 7) cgi_start (nearest CGI start); 8, cgi_end (nearest CGI end); 9) cgi_id (CGI ID (from UCSC genome browser table cpgIslandExt.bed)); 10) cgi_dist (distance of CGI from enriched region (0 if overlapping)). The files in the zipped directory are: fc.enriched.cgi.bed (regions enriched in 5fC in wild-type); fc_sirna_ctrl.enriched.cgi.bed (regions enriched in 5fC in siRNA control); fc_tdg_vs_ctrl.enriched.cgi.bed (regions enriched in 5fC in TDG KD relative to siRNA control); hmc.enriched.cgi.bed (regions enriched in 5hmC wild-type); mc.enriched.cgi.bed (regions enriched in mC wild type). Click here for file

# Supplementary material for: Genome-wide distribution of 5-formylcytosine in embryonic stem cells is associated with transcription and depends on thymine DNA glycosylase
**Source:** Genome Biol. 2012 Aug 17;13(8):R69. doi: 10.1186/gb-2012-13-8-r69
**Supplement:** Additional file 1 — Supplementary figures and tables.

# Additional file 1

**Figure s1. HPLC and EI-MS analysis of ODN1 (B), ODN2 (A) and ODN3 (A).**

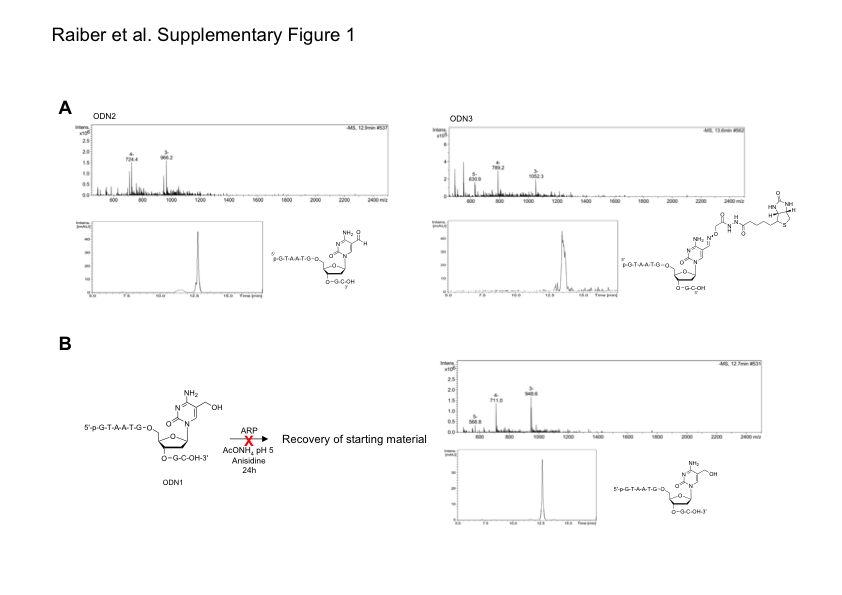

**Figure s2. 5fC versus abasic site enrichments.** A) The mass spectral analysis shows that ARP in PBS (pH7, 37°C, 1h) selectively reacts with deoxyribose, the product of apurinic/ apyrimidinic sites. B) Fluorescent ARP was used to show that the reaction was also selective in double stranded 103-mer containing abasic sites **2** but not 103-mer containing 5fC **1**. C) J1 DNA was prepared for library preparation/ pulldown using both biotinylation conditions (pH5, anisidine, 25°C, 24h and pH7, 37°C, 1h). Subsequent qPCR of seven CGI regions showed that the enrichment observed by sequencing was due to 5fC and not abasic site pulldown. Abasic site pulldown, however, might account for the general background noise.

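Of the 7 CGI amplicons of Table s3, 6 were placed on mm9 by their primers, and they differ in where they lie and in whether wild-type cells had a 5fC-enriched domain there. CGI 1 lies on chromosome 5 from 137508917 to 137509061 in the 3' UTR of Vgf, a nerve growth factor inducible gene, and CGI 2 on chromosome 6 from 54893956 to 54894051 in an exon of Nod1, an innate immune receptor gene. Both were enriched in bham359_362 and bham470, with an excess per M reads of 0.0524 and 0.0202 reads per bin at CGI 1 and 0.0665 and 0.0218 at CGI 2. CGI 5 on chromosome 14 from 6093726 to 6093845 at the promoter of Gm3248, and CGI 7 on chromosome 19 from 27291352 to 27291449 at the promoter of Vldlr, were enriched in bham359_362 alone, at 0.148 and 0.0481 against 0.00141 and 0.000889 in bham470. CGI 3, on chromosome 7 from 31950259 to 31950448 in intergenic sequence, and CGI 6, on chromosome 13 from 42279710 to 42279779 in an exon of Hivep1, were enriched in neither wild-type replicate. Their excess was -0.0173 and -0.0127 in bham359_362. The qPCR compared pulldown under labeling conditions for 5fC and for abasic sites, and its values were not analysed here.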

**
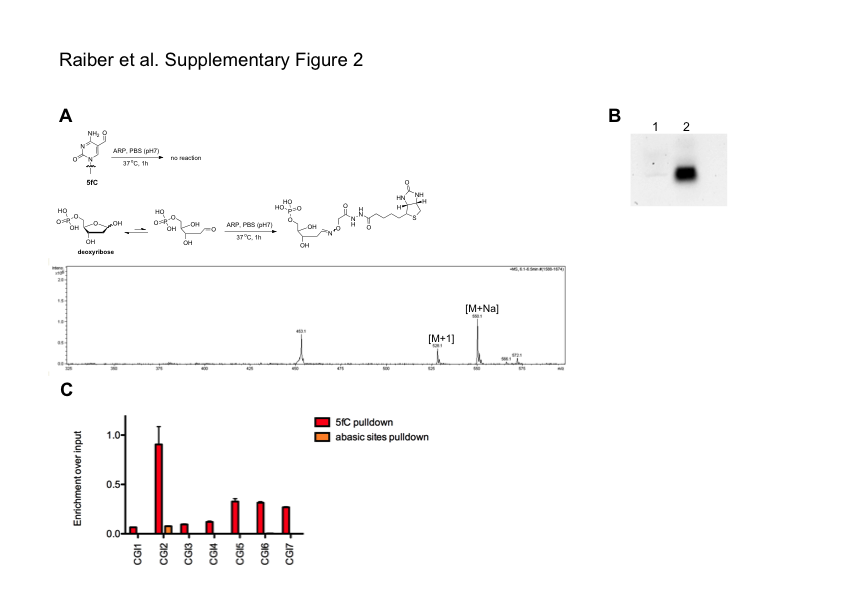
**

**Figure s3. Scatter plot of the two biological replicates of J1 and TDG knockdown.** The plot shows the number of reads (log2) of all enriched regions in replicates bham470 and bham359_362_j1_fc and ear003 and bham480.

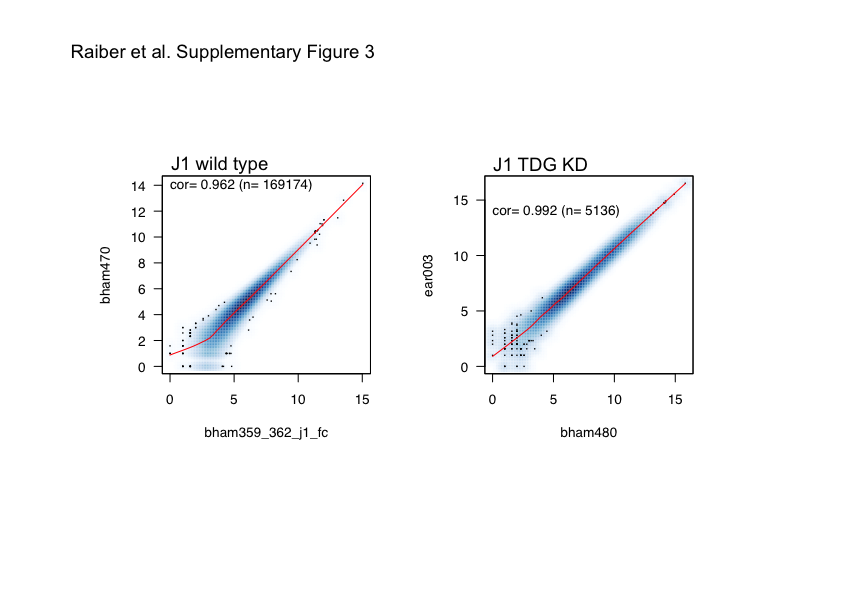

**Figure s4. Link between TET1 binding sites and the cytosine modifications.** The light blue bar shows the log2-fold enrichment of 5fC in TET1 bindings sites whereas the dark blue bar represents the enrichment of 5hmC and the green bar of 5mC.

**
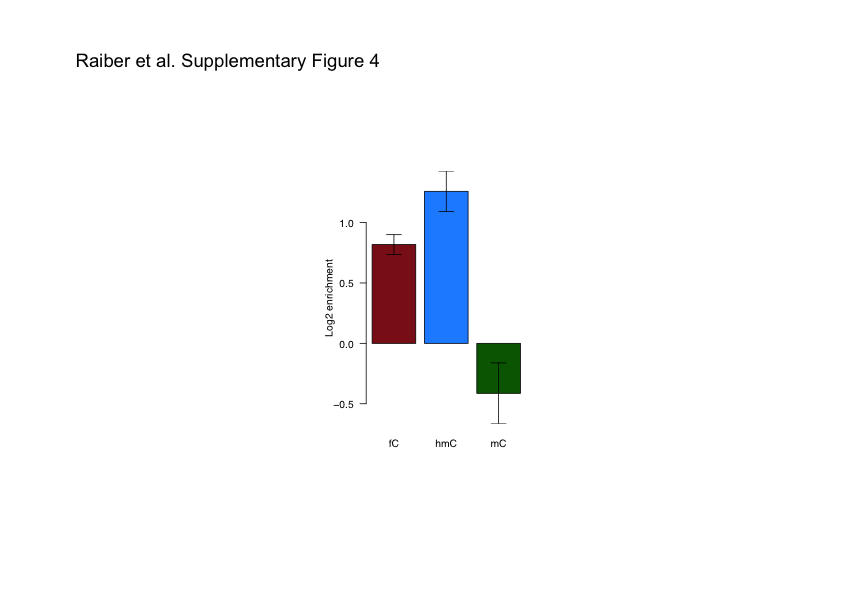
**

**Figure s5. 5fC enrichments in retrotransposon elements.** All three cytosine modifications are low or completely depleted in the retrotransposon elements LINE, SINE and LTR.

**
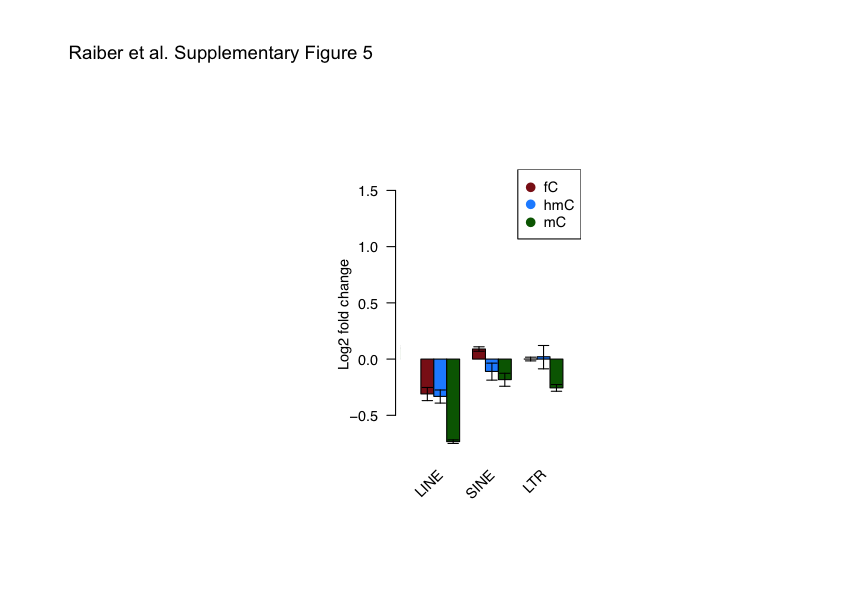
**

**Figure s6. 5fC enrichments in Pol II binding sites.** Enrichment levels of the three cytosine modifications in Pol II binding sites overlapping CGIs and non overalapping CGIs.

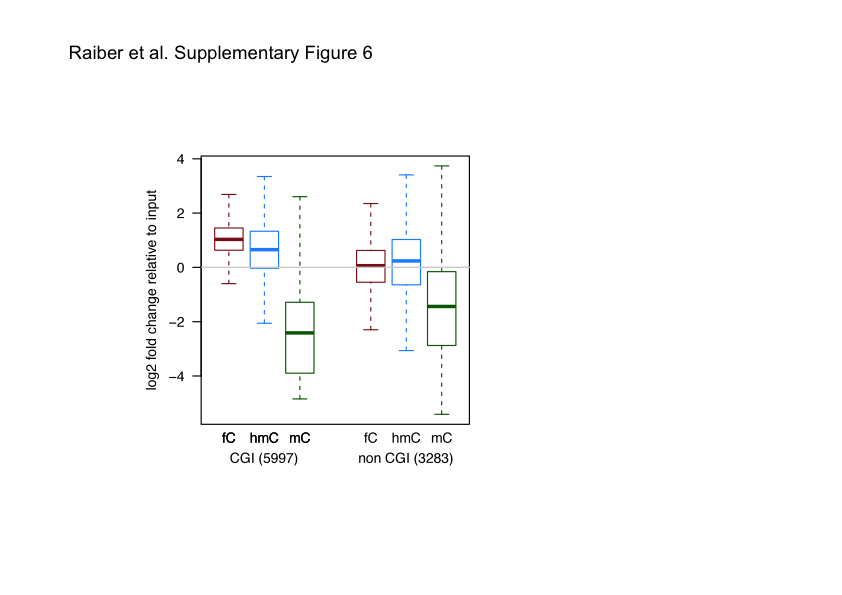

**Figure s7. TDG knockdown efficiency.** Relative TDG expression after treatment of J1 cells with non-targeting siRNA and TDG siRNA (two biological replicates of each).

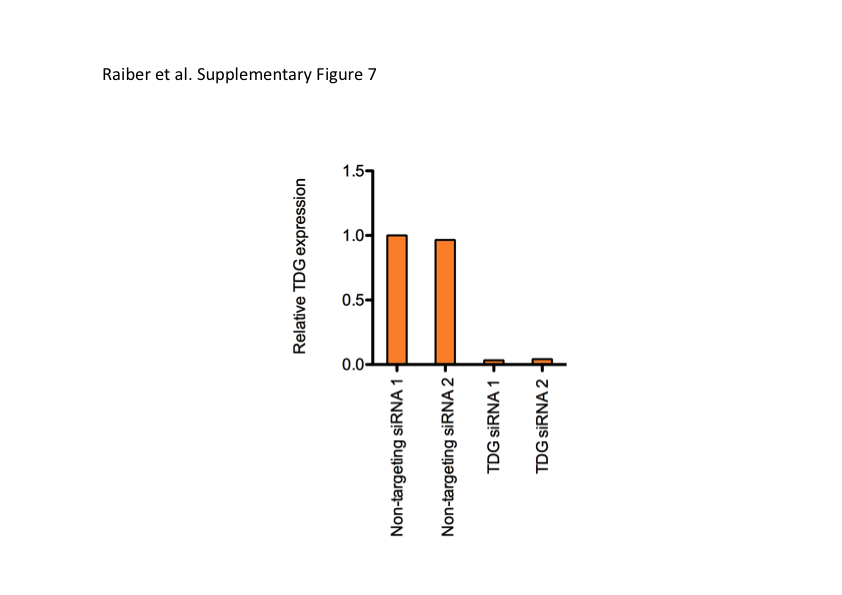

**Figure s8. Mass spectral analysis of knockdown samples.** The graph represents mass spectral data of two biological replicates of siRNA control and TDG knockdown. Three measurements were made for each of the replicates. Levels of 5fC were normalized to 5mC levels.

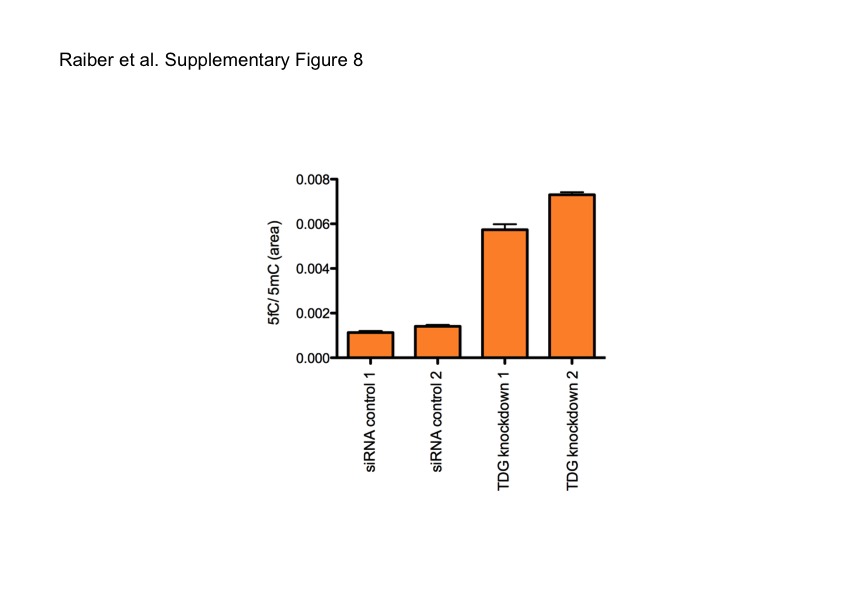

**Table s1. Sequence of 103-mer and primers used for enrichment tests**

| **5fC-103mer** | **C-103mer** | **103-2mer** | **Primer fwd**  **5fC-103mer and 103-2mer** | **Primer rev**  **5fC-103mer and 103-2mer** | **Primer fwd**  **C-103mer** | **Primer rev**  **C-103mer** |
| --- | --- | --- | --- | --- | --- | --- |
| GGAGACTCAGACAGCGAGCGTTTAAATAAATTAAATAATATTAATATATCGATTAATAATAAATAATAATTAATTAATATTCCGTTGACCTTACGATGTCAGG | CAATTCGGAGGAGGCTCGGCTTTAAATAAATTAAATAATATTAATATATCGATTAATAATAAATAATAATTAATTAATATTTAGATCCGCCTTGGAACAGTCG | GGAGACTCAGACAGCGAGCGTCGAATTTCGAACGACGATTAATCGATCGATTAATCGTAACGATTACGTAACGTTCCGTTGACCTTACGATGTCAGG | GGAGACTCAGACAGCGAGCG | CCTGACATCGTAAGGTCAACGG | CAATTCGGAGGAGGCTCGGC | CGACTGTTCCAAGGCGGATCTA |

**Table s2. Sequence and LC-MS characterisation of synthetic oligonucleotides used in this work**

| **Strand N^o^.** | **Sequence** | **Rt (mn)** | **Mass (calc.)** | **Mass (found)** |
| --- | --- | --- | --- | --- |
| **ODN1** | 5’-p-GTA ATG XGC-3’  (X = 5hmC) | 12.7 | 2847.8 | 2847.8 |
| **ODN2** | 5’-p-GTA ATG XGC-3’  (X = 5fC) | 12.9 | 2845.8 | 2845.6 |
| **ODN3** | 5’-p-GTA ATG XGC-3’  (X = 5fC-biotin) | 13.6 | 3159.8 | 3158.9 |

**Table s3. Primers used for qPCR of genomic regions**

|  | **Primer fwd** | **Primer rev** |
| --- | --- | --- |
| **CGI 1** | ACAAAACTCGCAGGCAATC | TAGAACAGCCTTTCCCGTCT |
| **CGI 2** | CCTGCACGTAGGGTTTCC | CTTTCTGCTGGTCACTGAGG |
| **CGI 3** | TCGGGATCCAGAAGTGCATGGGA | TGCCGGGGACTAATGGACTGAG |
| **CGI 4** | GAGCCAGAGCCCGTGGAAGGA | TCTACCAGGGCTGGATGGTGCT |
| **CGI 5** | CGCTCTCTGGCTTCCGCCAC | GGAGCCTAGGGCTCACCACCG |
| **CGI 6** | CGCAGCCAGCACCCACA | TCTGTAGGAAGTGATGGAGGAGC |
| **CGI 7** | GCAACTGTAGGGAGCTAGGG | ACCGTCCTCACCTCCAATC |

**Table s4. GO analysis of 5fC enriched CGIs in J1.** The analysis identified significant enrichment of pathways associated with transcription regulation.

|  | **P value** | **Benjamini** |
| --- | --- | --- |
| **Nucleus** | 2.7E-27 | 6.5E-25 |
| **Transcription regulation** | 5.0E-19 | 6.0E-17 |
| **DNA binding** | 6.8E-19 | 7.0E-16 |
| **Transcription** | 4.2E014 | 4.1E-12 |

**Table s5.** **Significance of difference in expression for the genes presented in Figure 3A.** Each value is the p-value for difference in mean gene expression, corrected for multiple testing (Holm-Bonferroni correction) and with standard deviation pooled across all groups. In boldface the p-values < 0.01.

|  | All genes | CGI genes | non CGI genes | mC > hmC | mC > fC | hmC > mC | hmC > fC | fC > mC |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CGI genes | **1.51E-16** | - | - | - | - | - | - | - |
| non CGI genes | **1.01E-25** | **3.85E-62** | - | - | - | - | - | - |
| mC > hmC | 1 | 1 | 1 | - | - | - | - | - |
| mC > fC | 1 | 1.84E-01 | **6.95E-03** | 1 | - | - | - | - |
| hmC > mC | 1 | 1 | 1 | 1 | 1 | - | - | - |
| hmC > fC | 1 | 2.70E-01 | 1.64E-02 | 1 | 1 | 1 | - | - |
| fC > mC | **2.88E-19** | 6.31E-02 | **6.01E-56** | 2.28E-01 | **3.90E-03** | 1 | **9.01E-03** | - |
| fC > hmC | **2.27E-04** | 6.55E-01 | **7.08E-13** | 1.59E-01 | 1.72E-02 | 1 | 2.43E-02 | 1 |

**Table s6. GO analysis of 5fC enriched CGIs in TDG knockdown.** The top 43 identified 5fC-enriched CGIs in the TDG knockdown were associated pathways regulating cell morphogenesis and neuron development/differentiation.

|  | **P value** | **Benjamini** |
| --- | --- | --- |
| **Cell projection morphogenesis** | 6.5E-3 | 9.0E-1 |
| **Cell part morphogenesis** | 7.5E-3 | 7.3E-1 |
| **Axonogenesis** | 3.9E-2 | 8.6E-1 |
| **Neuron projection morphogenesis** | 4.4E-2 | 8.6E-1 |

**Table s7. Illumina sequencing runs**

| **library_id** | **N. reads** | **N aligned (%)** | **N. mapq** ≥ **15 (%)** | **Enrichment** | **siRNA** |
| --- | --- | --- | --- | --- | --- |
| bham359_362_j1_fc | 62234480 | 59161550 (95.06) | 45852974 (73.68) | 5fC | wild-type |
| bham470 | 35565749 | 34611689 (97.32) | 27426719 (77.12) | 5fC | wild-type |
| bham479 | 37486491 | 36589182 (97.61) | 29208916 (77.92) | 5fC | control |
| ear001_J1_sirna_ctrl | 37218033 | 36434380 (97.89) | 28766786 (77.29) | 5fC | control |
| bham480 | 26397444 | 25795824 (97.72) | 20416563 (77.34) | 5fC | tdg |
| ear003_j1_sirna_tdg | 36652853 | 35829193 (97.75) | 28702060 (78.31) | 5fC | tdg |
| mb001_j1_hmc_r1 | 31140117 | 30420575 (97.69) | 23550574 (75.63) | 5hmC |  |
| mb002_j1_hmc_r2 | 23031379 | 22359337 (97.08) | 17378492 (75.46) | 5hmC |  |
| mb003_j1_medip_r1 | 21171139 | 19904661 (94.02) | 9617310 (45.43) | 5mC |  |
| mb004_j1_medip_r2 | 26847453 | 25896399 (96.46) | 14070566 (52.41) | 5mC |  |
| bham385 | 40026004 | 34184998 (85.41) | 26452706 (66.09) | input |  |

How the deposited data were processed for this re-analysis (not part of the article)

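5fC was mapped by chemical pulldown and sequencing in mouse J1 ES cells under 3 conditions: wild type, non-targeting siRNA control and TDG KD. Each condition had 2 biological replicates, 6 pulldown libraries in all, and 1 genomic input library served as background for every pulldown. The authors aligned the single-end reads to mm9 with BWA, version 0.6.1 in the submitters' processing notes, kept uniquely placed reads and called domains per library with rseg against the input in 100 bp bins. The deposited value of each domain is a score, the mean difference between pulldown and input reads per bin as the authors' caller wrote it, without scaling for depth, and a second deposited score grows with the width of the domain. Depth per library, from the paper's supplement, was 20.4 to 45.9 M uniquely placed reads for the pulldowns and 26.5 M for the input. Read counts per region were not used here, so no counting interval is given, and the precision of a value rests on 2 replicates.

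From the deposited domains the following was computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and numba 0.67.0, and figures were drawn with Matplotlib 3.10.9. Consensus regions were the intersection of the enriched domains of both replicates, as in Materials and methods. Values were weighted by length over a region, and levels were scaled as excess over the library mean per M reads. Overlaps and folds were compared with circular shifts of the regions along their own chromosomes, 1000 for the overlap of TDG KD with control, 200 for its alternatives and 100 elsewhere, with a fixed seed. Differences between conditions used an exact two-sided permutation test over libraries. The 4 siRNA libraries were also compared within the prefixes of their names, BHAM and EAR, as a possible batch.

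Annotation came from GENCODE release M1 and the mm9 sequence, with 22367 protein-coding genes, 51710 transcripts and 27211 CGIs over 16.2 Mb called from the sequence. Repeats were not masked for the CGIs. The paper used UCSC annotations, which were not used here. A CGI counted as enriched with at least 50% of its length in enriched domains. 6 gene lists (pluripotency, homeobox clusters, imprinted genes, axonogenesis and neuron projection, DNA demethylation and repair, and fibroblast markers for the feeder cells) were compared with all other genes for an enriched domain within 1000 bp of a TSS, by two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the lists at a threshold of 0.05. Neighbouring genes share domains, so the lists were also tested by rotating the enriched calls along the genes in genome order, 22359 rotations. A test by circular shifts was run on the lists first and replaced by this one after its values were seen, because it compared genes with random sequence and called nearly every list enriched.

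The regions named in the text followed a rule set before the data were examined, as were the lists, the tests and most alternatives. The rule took Hic1 and Csf2ra, the 5 widest consensus regions per condition, the 10 widest listed regions that touch a CGI, the 5 shared regions of at least 1000 bp with the largest ratio of TDG KD to control within both prefixes, the 5 widest regions found in one siRNA condition only, and the 7 CGI amplicons of Table s3. The listed regions had been seen in the paper's table when the rule was set, and some of the regions taken are described by an example. The regions taken by their ratio are not described, because the value of bham480 has a lower library mean than the others and a ratio depends on where its zero lies. Some genes and regions that the rule or the lists took are not reported here.

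The computations were tested on simulated data. A planted overlap of 59.0% between region sets was recovered as 59.0%, and unrelated sets passed the shift test at 0.05 in 10% of 40 simulations, more than the nominal 5%. All 99 planted CGIs were found, with 0 others. A simulated list of 40 genes with 60% of members enriched was called in 100% of 200 runs and one without in 1.5% of 200. The alternatives were the union of replicates, dropping the 25% of domains of lowest value, a minimum width and joined gaps of 1000 bp, leaving out each library, each prefix, chromosome 8 or the sex chromosomes, other measures of overlap and correlation, promoters of 1 kb on either side of the TSS, and islands of at least 500 bp with at least 55% GC and a CpG ratio of at least 0.65. Left out were expression, histone marks, transcription factors, retrotransposons, 5mC, 5hmC and embryonic fibroblasts, which were not analysed here, and 1 of the 7 amplicons, which was not placed on the sequence.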

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

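Of the tests below, the one for a loss of 5fC in both TDG KD cultures was chosen only after the result was seen. The test for sites missed in bham480 uses the excess over the library mean. For the level at shared regions that baseline was chosen after the values were seen.

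Enriched coverage in the TDG KD minus the siRNA control was -405 Mb within the BHAM prefix and 19.7 Mb within the EAR prefix, opposite directions whose difference was not tested, and 504.9 Mb of bham480 had the unconfident state, which the paper does not analyse. A loss of 5fC from the control-only sites in both TDG KD cultures is argued against, because 80.2% of this sequence was enriched in ear003; a loss in the bham480 culture alone, the biological reading, stays open. Sites missed by the domain calling in bham480 cannot be told apart from such a loss, because its read excess at these sites was 38.4% of that in ear003, between the bounds of that test. The same ratio was 57.4% at the shared sites, and 57.1% and 60.6% between the control replicates at control-only and shared sites. These ratios also depend on library depth, because local input reads are not scaled.

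Chromosome 8 in the TDG KD minus the control was 10.6 percentage points of enriched base pairs within the BHAM prefix and -3.39 within the EAR prefix, and this difference was not tested either. An extra copy of chromosome 8 in TDG KD cells that control cells lack stays undecided, because the measures within the EAR prefix differ. Within the EAR prefix chromosome 8 ranked 19 of 19 autosomes by the TDG KD minus control difference in share of enriched base pairs. This goes against such a copy. As a share of domains the difference was 0.898 percentage points. The mean value per bin on chromosome 8 was 0.341 in ear001 and 0.425 in ear003, before the library mean was taken off. An effect of the TDG KD on chromosome 8 stays open, as untested.

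The median value per M reads at shared regions in the TDG KD minus the control was -0.0197 within the BHAM prefix and 0.0155 within the EAR prefix, again opposite directions, with no test of the difference; as excess over the library mean the BHAM levels were 0.0161 in the TDG KD and 0.0187 in the control.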

How the results depend on the processing

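Some alternatives were chosen only after the results were seen. These were the excess over the library mean for the level at shared regions, the summed read difference and the stricter islands. All alternatives for the gene lists and all for the CGI share in the TDG KD against the control were also chosen then. Over 55 results and 192 alternatives, 132 left the result as it was, 38 moved a value by more than the spread of the replicates, 7 lost and 1 gained a call, and 14 turned the direction. The folds of the annotation classes, the share of TDG KD regions overlapping the control and the overlap between replicates kept their direction and their side of the threshold in all alternatives run. With 2 libraries per condition the exact permutation test used for coverage and level could not pass the threshold, and tests that assume a distribution of the values were not run. No paired test was run, since no source used here says that the prefixes of the library names pair the cultures; differences within each prefix are given as values.

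The cause of the following changes was not tested. With the union of replicates coverage was 691.1 Mb in wild type, 689.7 Mb in the control and 581.0 Mb in the TDG KD, and control-only sequence was 196.0 Mb. With the 25% of domains of lowest value dropped it was 181.7 Mb in wild type, 319.6 Mb in the control and 248.9 Mb for control-only sequence. Joining gaps gave 353.8 Mb in wild type. Without 1 replicate each, coverage ranged from 475.3 to 530.4 Mb in wild type, from 538.4 to 566.2 Mb in the control and from 161.1 to 558.1 Mb in the TDG KD, the last without bham480. Control-only sequence ranged from 58.3 Mb without bham480 to 437.2 Mb without ear001, and was 262.7 Mb without chromosome 8, 427.3 Mb within BHAM and 134.1 Mb within EAR. The difference in coverage per library turned to 19.7 Mb within EAR and 4192.5 domains when domains were counted, and ranged from -391 to 5.83 Mb without 1 library. The level difference at shared regions turned to 0.00589 as excess over the library mean and 0.0155 within EAR, and ranged from -0.0151 to 0.0108 without 1 library. The correlation between replicates was 0.037 (Spearman), 0.19 (regions of at least 1000 bp) and 0.93 (summed read difference) in wild type, 0.28, 0.29 and 0.91 in the control, and 0.070 (at least 1000 bp) and 0.65 (summed) in the TDG KD. The chromosome 8 difference was 1.77 percentage points as a share of domains and 18.9 with those domains dropped within BHAM, and 0.898 and -4.69 within EAR. The change in CGI share was 43.0% within BHAM, 44.0% within EAR, 64.3% without chromosomes 8 and 11, 64.1% with islands of at least 500 bp, and 28.8% to 74.3% without 1 library.

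Among gene lists, DNA demethylation and repair in wild type lost its call with CGI promoters as background (80.0% enriched), under rotation (84.6%) and without either replicate (84.6% to 100%). The homeobox clusters lost theirs in wild type with CGI promoters as background (75.0%) and under rotation (75.0%), and in the TDG KD under rotation (57.5%). In the control they ranged from 55% to 70.0% without 1 replicate and gained a call without ear001. Lists with no call changed side of the other genes: fibroblast markers in wild type with CGI promoters as background (50.0%) and without bham470 (70.0%; 60% without the other replicate, on the same side), the same list in the TDG KD with CGI promoters as background (0%), DNA demethylation and repair in the TDG KD with CGI promoters as background (20.0%) and without bham480 (76.9%; 15.4% without ear003), and pluripotency in the TDG KD without bham480 (61.1%; 5.56% without ear003).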

Differences from the paper's values

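The summed read difference and the overlap with either control replicate were chosen only after the values were seen. Of the TDG KD consensus regions 58.7% overlapped the siRNA control consensus, against the paper's 98%. Among the alternatives set before the data were examined, the value came within 1.5 times the paper's with the union of replicates (68.7%), without ear001 (80.4%) and as a share of base pairs (87.2%). It did not with the 25% of domains of lowest value dropped (50.8%), a minimum width of 1000 bp (60.5%), without chromosome 8 (54.9%), without bham479 (64.3%), without bham480 (40.8%), without ear003 (37.3%), within BHAM (62.5%), within EAR (48.4%) or with an overlap of at least 50% of the region (54.3%). Against the domains of either control replicate, chosen after seeing the values, it was 85.8% of regions and 96.8% of base pairs.

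The correlation between replicates of log2 domain values was 0.018 in wild type, against about 0.96 in the paper's Fig. s3, read by eye, and 0.040 in the TDG KD, against about 0.99 in Fig. s3, read by eye. Of the alternatives set before the data were examined, Spearman's rho (0.037 and 0.049) and regions of at least 1000 bp (0.19 and 0.070) also differ from the paper's values. The paper's values are on the log2 number of reads per region, while the deposited value is a mean per bin. On the read difference summed over the region, chosen after seeing the values, the correlations were 0.93 and 0.65.

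Coverage of the control and TDG KD consensus, and the numbers of regions in the wild-type and control consensus, match the paper's, while the control-only sequence was 294.3 Mb here against 277 Mb in the paper, which equals the paper's 415 Mb less its 138 Mb; the value here counts control sequence outside the TDG KD consensus, and it lies within the margin used.

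The paper states that 5fC is at a higher level or density in the sites of the TDG KD. The median value per M reads at shared regions differed by -0.00213, and by 0.00589 as excess over the library mean. Both are relative to the library and cannot show a change in total 5fC, which the paper measured by mass spectrometry. They therefore do not contradict the paper's statement. The paper states that the regions higher in the TDG KD were mostly CGIs and exons. In the consensus compared here, which is not the paper's set of regions, the CGI share changed most (55.9%), while exons (19.0%) came after 5' UTRs (34.9%) and promoters (27.8%). The paper states that the CGIs in these regions lie mostly in gene bodies. Of the 187 CGIs enriched in both TDG KD replicates and neither control replicate, 132 lay at promoters and 29 in gene bodies. This is another set than the paper's: of the listed regions held that touch a CGI, 95.7% were enriched in bham479 and 93.6% in ear001, and their CGIs were not classified by place.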

Other observations

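The tests of gene lists against a CGI promoter background, by rotation and without 1 replicate, and the comparison of chromosome 8 with wild type in background sequence, were chosen only after the result was seen, while the Fisher tests of the lists and both chromosome X tests were not. Homeobox genes, transcription factors of body patterning, had an enriched promoter more often than other genes in wild-type and TDG KD cells by Fisher's exact test, a call that was lost when the enriched calls were rotated along the genome. In wild type 30 of 40 (75.0%) were enriched, against 49.6% of other genes (two-sided Fisher's exact test, adjusted p = 0.00809; adjusted p = 0.506 by rotation). Among genes with a CGI promoter it was 75.0% against 60.2% (Fisher's exact test, adjusted p = 0.50). In the TDG KD it was 23 of 40 (57.5%), against 15.5% (Fisher's exact test, adjusted p = 8.63e-09; adjusted p = 0.0827 by rotation, where chance gave a mean of 6.23 members and at most 31). Among genes with a CGI promoter the TDG KD share was 45.8% against 19.6% (Fisher's exact test, adjusted p = 0.0197). In the control it was 19 of 40 (47.5%), against 37.0% (Fisher's exact test, adjusted p = 0.626); the difference between the conditions was not tested. These genes lie side by side and share wide domains. Of the HoxB cluster on chromosome 11, between 96055630 and 96229570, Hoxb2 was in neither the control nor the TDG KD consensus and the other members were in both.

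In the list named DNA demethylation and repair, 11 of 13 genes had an enriched promoter in wild type (84.6%, Fisher's exact test, adjusted p = 0.0371). Among them were Tdg, Tet1, Tet3, Dnmt1 and Uhrf1. The list also holds genes of DNA methylation, Dnmt1, Dnmt3a, Dnmt3b, Dnmt3l and Uhrf1, all enriched in wild type. Its share is thus not that of demethylation genes alone. The adjusted p was 0.122 by rotation, 0.50 among CGI promoters, and between 0.0687 and 0.252 without 1 replicate. An enriched promoter needs only a domain within 1000 bp of a TSS. In the wild-type replicate bham470 the excess per M reads was -0.00492 at Tet1 and -0.00113 at Tdg. It was 0.0181 at Tet3, 0.0229 at Dnmt1 and 0.0339 at Uhrf1. In the TDG KD 2 of the 13 were enriched, Mbd4 and Uhrf1, 15.4% against 15.6% of other genes (Fisher's exact test, adjusted p = 1). The other lists did not pass Fisher's exact test: in wild type 11 of 18 pluripotency genes (adjusted p = 0.534), 11 of 16 imprinted genes (0.282), 15 of 30 gene entries of axonogenesis (1) and 5 of 10 fibroblast markers (1). In the control the counts were 8, 7, 13 and 5, with 7 of 13 for DNA demethylation and repair (Fisher's exact test, adjusted p = 0.626 for each), and in the TDG KD 1, 4, 8 and 2 (0.512, 0.512, 0.371 and 0.793). Klf2 was the pluripotency gene enriched in the TDG KD. These TDG KD counts rest on bham480: without it 76.9% of DNA demethylation and repair genes and 61.1% of pluripotency genes were enriched. The lists held no match for Tfcp2l1, Map1b, H19, Kcnq1ot1 and Meg3, and Tet1 and Tet2 stand in 2 lists. The widest consensus region of wild type lay on chromosome 8 from 19872129 to 20033028.

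Chromosome X held few enriched domains in every library, between 0.0299% and 0.291% of enriched base pairs, against 6.31% of the sequence. A lower number of CGIs on X is argued against as the only cause, because the X CGIs were themselves seldom enriched. The share of X CGIs enriched in both wild-type replicates, 0.440% of 1363, was 1.10% of the autosomal share. By replicate it was 8.80% against 59.2% of autosomal CGIs in bham359_362, and 0.660% against 44.7% in bham470. The density of CGIs on X was not compared with that on autosomes. A single copy of X, as in a male line, cannot be told apart from other causes: the difference in mean reads per bin between the deepest and shallowest pulldown on X was 33.5% of the median autosome, and 41.0% of the lowest, between the bounds of that test. No biological difference between the conditions was tested for this pattern.

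Chromosome 8 was above every other autosome in all 4 siRNA libraries, control and TDG KD, by the read difference per bin against the wild-type replicate bham470 in background sequence. In sequence that was background in wild type and in the siRNA library itself, the excess over the median autosome was 0.128 reads per bin in bham479, 0.175 in ear001, 0.106 in bham480 and 0.0954 in ear003, between 6.30 and 12.3 SD of the other autosomes. This was 47.1% of the excess in sequence enriched in wild type (median; 25.1% to 62.9% by library), and 73.1% (51.4% to 82.3%) when all sequence that was background in wild type was taken. The siRNA cultures differ from wild type in transfection and in growth without feeders together, and the cause was not tested. The wild-type reference is the same for each siRNA library, so the TDG KD and control values can be set side by side. In all sequence that was background in wild type, the excess was 0.138 in bham480 against 0.233 in bham479. It was 0.195 in ear003 against 0.244 in ear001. In sequence enriched in wild type it was 0.168 against 0.359 within BHAM and 0.379 against 0.299 within EAR. These values are not scaled for depth, and the TDG KD minus control difference was not tested.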
